# Integrative genomic analysis reveals widespread enhancer regulation by p53 in response to DNA damage

**DOI:** 10.1093/nar/gkv284

**Published:** 2015-04-16

**Authors:** Scott T. Younger, Daniela Kenzelmann-Broz, Heiyoun Jung, Laura D. Attardi, John L. Rinn

## Abstract

The tumor suppressor p53 has been studied extensively as a direct transcriptional activator of protein-coding genes. Recent studies, however, have shed light on novel regulatory functions of p53 within noncoding regions of the genome. Here, we use a systematic approach that integrates transcriptome-wide expression analysis, genome-wide p53 binding profiles and chromatin state maps to characterize the global regulatory roles of p53 in response to DNA damage. Notably, our approach identified conserved features of the p53 network in both human and mouse primary fibroblast models. In addition to known p53 targets, we identify many previously unappreciated mRNAs and long noncoding RNAs that are regulated by p53. Moreover, we find that p53 binding occurs predominantly within enhancers in both human and mouse model systems. The ability to modulate enhancer activity offers an additional layer of complexity to the p53 network and greatly expands the diversity of genomic elements directly regulated by p53.

## INTRODUCTION

The tumor suppressor p53 is an essential cellular stress sensor and a central line of defense against genomic instability (1–6). In response to DNA damage p53 is stabilized and acts as a transcription factor that directly regulates several hundred genes and indirectly regulates thousands more (2). Traditionally, p53 has been thought to act through direct transcriptional regulation of protein-coding genes. However, recent reports have demonstrated functional roles for p53 that extend beyond the coding genome.

One recently appreciated function of p53 within the noncoding genome is the ability to regulate expression of long noncoding RNAs (lncRNAs). Several lncRNAs have been characterized as functionally important targets of p53 in both mouse and human models (7,8). Among these RNAs is lincRNA-p21, a lncRNA that has revealed a diversity of functional roles ranging from regulation of apoptosis to translational suppression of complementary mRNAs (9,10). Another p53-regulated lncRNA, Pint, has been shown to bind to Polycomb repressive complex 2 (PRC2) and direct epigenetic silencing of genes involved with cellular growth and proliferation in response to DNA damage (11). The well-known oncogenic noncoding RNA PVT1 has also been identified as a direct target of p53 in human cells, although the exact functional role of PVT1 in the DNA damage response remains unclear (12). The study of p53-regulated lncRNAs is still in its infancy and these examples likely represent a small subset of a larger class of lncRNAs that has yet to be fully characterized.

Another recently uncovered role of p53 within the noncoding genome is the recognition of regulatory enhancer elements. An analysis of p53 binding events in human fibroblasts identified seven sites that occur within enhancer-like regions (13). These p53-bound enhancers regulate the expression of multiple genes over long distances via chromosome looping. A detailed study of a single p53-bound enhancer in *Drosophila* yielded similar results (14). These common observations in distant organisms support the hypothesis that enhancer regulation may be a general function of p53. However, the aforementioned studies were focused on isolated genomic loci and a comprehensive analysis of enhancer recognition by p53 has not been performed to date.

Here, we extend beyond previous genome-scale studies on p53 regulation using a multifaceted and systematic approach that integrates transcriptome-wide differential expression analysis, genome-wide p53 binding profiles, chromatin state maps and additional genomic features to interrogate the global regulatory functions of p53 in response to DNA damage. Furthermore, we have performed these analyses in orthologous human and mouse fibroblast models to better understand the conserved and divergent properties of the p53 regulatory network across mammals. Collectively, these data provide an unprecedented and comprehensive overview of the p53 response to DNA damage in normal, untransformed primary cells from both human and mouse.

In addition to p53-regulated genes identified in prior studies, our approach has uncovered many previously unappreciated transcriptional targets of p53, including both protein-coding genes and lncRNAs. The sequences of p53-regulated lncRNAs are distinguished from the global transcriptome in both human and mouse by their transposable element (TE) composition, suggesting that specific TE sequences may influence the functional roles of these noncoding RNAs in the DNA damage response. Interestingly, the majority of p53 binding sites we detected fall within intergenic regions not associated with direct transcriptional regulation. The chromatin environment surrounding these binding sites revealed that they are significantly enriched within regulatory enhancer elements. Moreover, p53 binding sites occur much more frequently within annotated enhancers than within regions associated with transcription start sites. Enhancers bound by p53 display a distinct transcription factor co-occupancy landscape that indicates p53 likely functions as a dominant regulator of enhancer activity. Altogether, these multidimensional analyses emphasize the importance of p53 beyond the direct transcriptional regulation of protein-coding genes and reveal that regulation of enhancer elements is a predominant feature of the p53 response to DNA damage.

## MATERIALS AND METHODS

### Acquisition of publically available data sets

Repeat element sequences for both the human and mouse genomes were obtained through the RepeatMasker tracks from the UCSC Genome Browser. Histone ChIP-Seq data sets used to generate chromatin state maps were obtained from the Roadmap Epigenomics Project and the UCSC Genome Browser. Human transcription factor binding sites were obtained through the transcription factor ChIP-Seq Clusters Version 3 track from the UCSC Genome Browser. Mouse histone ChIP regions and transcription factor binding sites were obtained through the Ludwig Institute for Cancer Research (LICR) tracks from the UCSC Genome Browser.

### Cell culture

Human fetal fibroblast lines GM00011 and GM06170 (Coriell Cell Repositories) were cultured in Dulbecco's modified Eagle's medium (DMEM) supplemented with 15% Fetal Bovine Serum (Life Technologies). MEFs were generated from E13.5 embryos and cultured in DMEM supplemented with 10% Fetal Bovine Serum. Human and mouse fibroblasts were treated with 0.2 ug/ml doxorubicin for 12 h and 6 h, respectively, to induce DNA damage.

### RNA isolation and quantitative PCR

RNA from treated fibroblasts was isolated using TRIzol (Life Technologies) as per the manufacturer's instructions. For each sample, 2 μg of RNA was reverse transcribed using SuperScript III Reverse Transcriptase (Life Technologies). RNA was treated with DNase I (Worthington) prior to reverse transcription. qPCR was performed on an ABI7900HT real-time PCR (Applied Biosystems) using FastStart Universal SYBR Green Master—Rox (Roche). Primers for TBP mRNA were supplied by Applied Biosystems. All additional primers were designed using Primer3. Only those primer sets that showed linear amplification over several orders of magnitude were used for quantification. Primers and PCR conditions are listed in Supplementary Table S2.

### Chromatin Immunoprecipitation

Human fibroblasts were crosslinked with 1% formaldehyde in PBS (10 ml) for 10 min. The crosslinking reaction was quenched with glycine (0.125M final concentration) for 5 min. Cells were collected and nuclei were isolated by two successive washes with 5 ml cold hypotonic lysis buffer (10 mM Tris pH 7.4, 10 mM NaCl, 3 mM MgCl_2_, 0.5% Nonidet P40). Pelleted nuclei were lysed in 1 ml cold nuclear lysis buffer (10 mM Tris pH 7.5, 1% Nonidet P40, 0.5% sodium deoxycholate, 0.1% SDS, 1X Protease Inhibitor Cocktail) and flash frozen in liquid nitrogen. DNA was sonicated on ice to an average fragment size of ∼500 bp followed by centrifugation to remove insoluble cell debris. Aliquots of lysate (100 ul) were diluted to 1 ml in IP buffer (0.01% SDS, 1.1% Triton X-100, 1.2 mM EDTA, 16.7 mM Tris pH 8.0, 167 mM NaCl, 1× Protease Inhibitor Cocktail). Individual aliquots were precleared for 1 hr with Proteain A/G Dynabeads (Life Technologies). Antibodies were added to each aliquot (4 ug/aliquot) and incubated at 4°C overnight. Protein A/G Dynabeads (50 ul) were added to precipitate the antibody complexes and the beads were successively washed with 1 ml of the following wash buffers: low-salt (0.1%SDS, 1% Triton X-100, 2 mM EDTA, 20 mM Tris pH 8.0, 150 mM NaCl), high-salt (0.1%SDS, 1% Triton X-100, 2 mM EDTA, 20 mM Tris pH 8.0, 500 mM NaCl), LiCL (0.25 M LiCl, 1% Nonidet P40, 1% sodium deoxycholate, 1 mM EDTA, 10 mM Tris pH 8.0). Beads were then washed twice with 1 ml TE pH 8.0. Complexes were eluted from beads with two successive 250 ul incubations in elution buffer (1% SDS, 0.1M NaHCO_3_). NaCl was added (final concentration 200 mM) and the samples heated to 65°C overnight to reverse crosslinks. The samples were then treated with RNase A (1 ul) at 37°C for 30 min, followed by the addition of Tris pH 7.0 (20 ul), 0.5 M EDTA (10 ul), and proteinase K (20 ug) and incubation at 42°C for 45 min. DNA was isolated by phenol-chloroform extraction and isopropanol precipitation. DNA pellets were resuspended in 50 ul water. For ChIP-qPCR 2 ul of sample was used per reaction and enrichment was calculated by comparison with 1% of the corresponding input sample. α-p53 (2524S), α-Phospho-p53-Ser15 (9284S) and normal IgG (2729S) antibodies were supplied by Cell Signaling. α-H3K4me1 (07–436) and α-H3K27ac (07–442) antibodies were supplied by Millipore. Primers for lincRNA promoters and enhancers were designed using Primer3. Only those primer sets that showed linear amplification over several orders of magnitude were used for quantification. Primers and PCR conditions are listed in Supplementary Table S2.

### RNA isolation and sequencing library construction

RNA from treated fibroblasts was isolated using TRIzol (Life Technologies) as per the manufacturer's instructions. RNA was collected from two biological replicates for human fibroblasts and three biological replicates for mouse fibroblasts. RNA sequencing libraries were prepared with the TruSeq RNA Sample Preparation Kit (Illumina) as per the manufacturer's instructions using 500 ng of input RNA for each library. Prior to sequencing, the quality and concentration of each library was assessed using the Bioanalyzer (Agilent).

### RNA sequencing and transcript alignment

RNA-Seq libraries were sequenced on a HiSeq 2000 (Illumina). For characterization of protein-coding genes, sequencing reads were mapped to UCSC known genes for human (hg19) or mouse (mm9) using TopHat2 with default options (15). For lincRNA characterization, sequencing reads were mapped to our previously described catalogs (generated from compendiums of human or mouse cell lines) using TopHat2 with default options (16).

### Gene expression analysis

Differential expression of protein-coding genes and lincRNAs in response to treatment with doxorubicin was assessed using Cuffdiff2 with default options. The subset of differentially expressed protein-coding genes classified as significant by Cuffdiff2 was further restricted to the top 75% of expressed genes (based on FPKM values). The subset of differentially expressed lincRNAs classified as significant by Cuffdiff2 was further restricted to those with FPKM values greater than 1 in at least one sample.

### ChIP-Seq and ChIP-Seq analysis

ChIP experiments and ChIP-Seq library preparation were performed as previously described (17). ChIP experiments were carried out using a monoclonal antibody against p53 (DO-1, Santa Cruz) in human fibroblasts and a polyclonal antibody against p53 (CM5, Vector Laboratories) in MEFs. ChIP-Seq libraries were sequenced on a Genome Analyzer II (Illumina). ChIP-Seq reads were aligned to the human (hg19) or mouse (mm9) genomes using Bowtie2 (18). Aligned reads were analyzed using Scripture (Broad) to generate a catalog of potential ChIP peaks (19). To identify high confidence ChIP peaks, differential read coverage between ChIP samples and their respective input samples was assessed with Cuffdiff2 using the Scripture output as a reference annotation. Peak intensities are represented using FPKM, which indicates ‘Fragments Per Kilobase Of ChIP-Peak Per Million Fragments Mapped’. High confidence ChIP peaks were further filtered to the top 75% of read-covered peaks (based on FPKM values in the ChIP samples). MEME-ChIP was used to analyze the presence and distribution of sequence motifs within ChIP peaks (20).

### LincRNA: guilt by association and repeat sequence analysis

For guilt by association a pre-ranked list for each candidate RNA was generated consisting of protein-coding genes with similar expression profiles across a compendium of cell/tissue types, with each gene ranked by its Jensen Shannon distance from the RNA of interest (16). The resulting ranked list was subjected to Gene Set Enrichment Analysis (Broad) using the Reactome gene sets from the Molecular Signatures Database (21). For sequence motif identification, the exon sequences of selected lincRNAs were analyzed with MEME using the default settings (22). Enrichment of selected repeat elements was calculated by dividing the normalized number of repeat element occurrences within the selected subset of RNAs by the normalized number of occurrences within the transcriptome. For normalization the number of occurrences within a data set (select RNAs or transcriptome) was divided by the following ratio: nucleotide coverage of the data set/nucleotide coverage of the selected repeat element. To calculate statistical significance of enrichment the labels of all RNAs within the transcriptome were randomly shuffled and the analysis was repeated 100 times. The resulting *p*-values were corrected for multiple hypothesis testing using the Bonferroni method.

### Chromatin state map generation

To generate a general chromatin state map for human fibroblasts the state maps for several cell types were intersected, resulting in a single map consisting of states that were common to all cell types selected. The cell types selected for this intersection were two unique human foreskin fibroblast samples, two unique human foreskin keratinocyte samples and normal human epidermal keratinocytes (NHEKs). Chromatin state maps were generated from existing histone ChIP-Seq data for each individual cell type using ChromHMM (23). The specific histone marks used to generate state maps for foreskin fibroblasts and foreskin keratinocytes were H3K27ac, H3K27me3, H3K36me3, H3K4me1, H3K4me3 and H3K9me3. The state map for NHEKs also included H3K9ac. Histone ChIP-Seq data sets for foreskin fibroblasts and foreskin keratinocytes were acquired from the Roadmap Epigenomics Project. Histone ChIP-Seq data for NHEKs were acquired from the UCSC Genome Browser.

### Chromatin state enrichment analyses

Enrichment of chromatin states was calculated by dividing the normalized number of ChIP peaks overlapping a given state by the number of peaks in the genome. For normalization the number of ChIP peak overlaps within a data set (chromatin state or whole genome) was divided by the following ratio: nucleotide coverage of the data set/nucleotide coverage of ChIP peaks. To calculate statistical significance of enrichment the labels of all chromatin states were randomly shuffled and the analysis was repeated 100 times. The resulting *p*-values were corrected for multiple hypothesis testing using the Bonferroni method. The same analysis was applied to mouse data with the exception that modified histone ChIP-Seq peaks were used in place of chromatin state maps.

### Transcription factor binding site enrichment analyses

For analysis of transcription factor binding sites within p53-bound enhancers the annotated binding sites for each transcription factor were intersected with the previously generated enhancer state map, resulting in a list of bound enhancers for each respective factor. Enrichment of transcription factor binding site occurrence was calculated by dividing the normalized number of p53-bound enhancers in common with a given transcription factor by the normalized number of p53-bound enhancers within the genome. For normalization the number of enhancers within a data set (common enhancers or all enhancers) was divided by the following ratio: nucleotide coverage of the data set/nucleotide coverage of all p53-bound enhancers. To calculate statistical significance of enrichment the labels of all transcription factor-bound enhancers were randomly shuffled and the analysis was repeated 100 times. The resulting *p*-values were corrected for multiple hypothesis testing using the Bonferroni method. Significance analysis of global transcription factor binding site co-occurrence within enhancers was calculated using the hypergeometric distribution given the number of enhancers overlapped by each factor under comparison and the total number of enhancers in the genome. Resulting *p*-values were corrected for multiple hypothesis testing using the Bonferroni method.

## RESULTS

### Identification of protein-coding genes that are directly regulated by p53 in response to DNA damage in primary human fibroblasts

As a model system to study transcriptional regulation by p53 in response to DNA damage we treated cultured primary human fibroblasts with the DNA double-strand break inducing agent doxorubicin. To recapitulate a normal p53-dependent response to DNA damage we selected two untransformed human fetal fibroblast lines, GM00011 and GM06170. The use of multiple cell lines also facilitates the discrimination of general p53 properties from cell line-specific observations. We isolated RNA from fibroblasts cultured in the presence or absence of doxorubicin for 12 h and performed paired-end RNA-Sequencing (RNA-Seq) with an average sequencing depth of 31.6 million mapped fragments per sample. 

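Untransformed human fibroblast lines GM00011 and GM06170 were each profiled by RNA-seq in 2 untreated cultures and 2 cultures given 0.2 µg/ml doxorubicin. Doxorubicin poisons topoisomerase II and breaks DNA, and such breaks stabilise p53, a transcription factor. The paper and the sample labels both give 12 h of treatment, and both call the samples of a group biological replicates. The p-values of single genes therefore rest on the spread between these cultures. Tests that shuffle or count genes or peaks do not measure that spread. Libraries were made with the TruSeq RNA kit and read in pairs on a HiSeq 2000. The authors mapped the reads to hg19 with TopHat2, and the deposited table holds FPKM values that Cuffdiff wrote for UCSC genes. Alignment, library scaling and quantification are therefore already in the values, while the authors' own Cuffdiff2 test works on fragments and was not rerun. The table lists 38369 loci over 8 libraries, of which 970 (2.53%) carry no gene name and hold 2.03 to 2.62% of each library's FPKM; 18143 named genes were kept. FPKM totals run from 484464 to 641488 per library, and 10576 to 10720 genes reach 1 FPKM. Fragment depth per library cannot be had from FPKM. The spacing of the lowest values puts the depth of each library at 0.681 to 1 of the deepest, a rough figure since only 9.84 to 14.7% of the compared values sit on that ratio. Cultures of the same group correlate across genes at r = 0.994 to 0.996. Fold changes are on a log2(FPKM + 0.1) scale, which understates the change of genes near 0. Genes in the top 75% by mean FPKM and above 0 somewhere, 12744 in all, were tested with limma (intensity trend, robust variances), with Benjamini-Hochberg adjustment at 0.05 and two-sided p-values. A gene counts as changed in common when it passes in both lines in the same direction. In simulated libraries with the fitted means and variances and 200 planted changes, 58.2% were recovered at a log2 change of 0.5, 89.6% at 1 and 98.5% at 2, with 0 false calls among 164. Far more genes were called in the real libraries, and the Benjamini-Hochberg limit depends on that share. These rates therefore describe the simulation and not the real data.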

We then evaluated the differential expression of protein-coding genes in response to DNA damage using the UCSC known genes annotation as a reference transcriptome. Treatment with doxorubicin resulted in up-regulation of 1365 mRNAs and down-regulation of 1598 mRNAs common to both cell lines (Figure 1A; Supplementary Table S1). 

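Known p53 targets rose in both fibroblast lines and the cell-division programme fell. Among genes that stop the cell cycle or restrain p53 itself, 17 of 18 were higher and 0 lower (median log2 change 1.58 over both lines), led by BTG2 and GDF15, with the growth-signal inhibitor SESN1 at 3.14 in GM06170 and 3.20 in GM00011 and the stress protein gene TP53INP1 at 2.79 in GM06170 and 3.33 in GM00011. Among p53 targets that promote cell death, 13 of 16 were higher and 0 lower (median 1.31), including BBC3, which encodes the BH3 protein PUMA (3.00 in GM06170 and 2.64 in GM00011), the death receptor gene TNFRSF10B (3.10 in GM06170 and 2.79 in GM00011) and the death-domain gene LRDD (3.64 in GM06170 and 2.76 in GM00011). Targets in DNA repair and metabolism split 10 higher to 2 lower of 14 (median 1.82), among them the mitochondrial reductase gene FDXR (4.61 in GM06170 and 3.98 in GM00011), the glutaminase gene GLS2 (5.47 in GM06170 and 5.04 in GM00011), the fructose bisphosphatase gene C12orf5 (2.87 in GM06170 and 2.77 in GM00011) and the damage sensor DDB2 (2.56 in GM06170 and 2.20 in GM00011). All 30 mitosis genes were lower (median -2.64), including the spindle motor gene KIF11 (-2.61 in GM06170 and -2.72 in GM00011) and the checkpoint kinase gene BUB1 (-3.51 in GM06170 and -3.19 in GM00011). Of 30 genes of DNA replication, 27 were lower and 1 higher (median -1.37): the helicase genes MCM3 (-1.55 in GM06170 and -2.03 in GM00011) and MCM5 (-1.44 in GM06170 and -2.07 in GM00011) and the S-phase cyclin gene CCNA2 (-2.15 in GM06170 and -1.90 in GM00011) all fell. Enzymes and regulators of cholesterol synthesis were lower for 11 of 18 and higher for 2 (median -0.42), with the epoxidase gene SQLE at -1.62 in GM06170 and -1.63 in GM00011, HMGCS1 at -1.11 in GM06170 and -1.07 in GM00011 and CYP51A1 at -0.91 in GM06170 and -0.78 in GM00011. Immediate early transcription factors were mixed, 3 higher and 6 lower of 18 (median -0.10): ATF3 (1.64 in GM06170 and 2.45 in GM00011) and MAFF (1.21 in GM06170 and 0.99 in GM00011) rose, while the phosphatase gene DUSP1 (-1.49 in GM06170 and -1.51 in GM00011) fell. Secreted inflammatory factors divided 6 higher to 7 lower of 21 (median 0.20); the cytokine gene IL1B went from 2.44 to 26.0 FPKM in GM06170 and from 12.1 to 121 FPKM in GM00011, beside rises of IL1A (2.20 in GM06170 and 3.47 in GM00011) and LIF (2.85 in GM06170 and 2.17 in GM00011). Interferon-stimulated genes were higher for 5 and lower for 1 of 14 (median 0.45): ISG15 (2.01 in GM06170 and 1.26 in GM00011) and STAT2 (0.78 in GM06170 and 1.04 in GM00011) rose and IFI44 fell (-1.46 in GM06170 and -1.56 in GM00011). In all, limma called 2815 genes higher and 3032 lower in both lines; GM06170 alone had 4337 and 4306, and GM00011 alone 3521 and 4005. With libraries set to the same median the counts are 3342 and 2540 in both lines, 4941 and 3742 in GM06170 and 4128 and 3431 in GM00011, so which direction has more genes depends on the scaling. At least 2-fold changes numbered 1375 higher and 1221 lower in GM06170 and 1142 and 1052 in GM00011, and the median size of a called change was 0.72 and 0.69 against 0.68 and 0.65. Unadjusted p fell under 0.05 in both lines for 6276 genes. Counts adjusted over the list alone were unchanged apart from DNA repair and metabolism (11 higher) and interferon-stimulated genes (6 higher). Each list was compared with all other genes by camera at its preset correlation (17 lists, two-sided, Benjamini-Hochberg): adjusted p = 1.06e-08 for arrest and feedback, 2.87e-07 for apoptosis and 8.70e-05 for repair, with an estimated correlation adjusted p = 0.0656 for these 3. Mitosis gave adjusted p = 1.20e-16 (with an estimated correlation adjusted p = 0.135), DNA replication adjusted p = 8.58e-09 (with an estimated correlation adjusted p = 0.300) and cholesterol adjusted p = 0.0247 (with an estimated correlation adjusted p = 0.662). Immediate early (adjusted p = 0.473), inflammatory (0.560) and interferon-stimulated genes (0.0571) did not differ from other genes by limma's camera. With the estimated correlation, p also rises where the estimate is below the preset value, as for repair (-0.0255). Failing there therefore does not show that a list is unchanged. By fry, which tests each list by itself, adjusted p was 6.60e-07 for arrest and repair, 8.21e-07 for apoptosis and 1.82e-06 for mitosis. fry also passed for lists that camera did not, such as immediate early genes (fry adjusted p = 0.0025). Genes of a list share regulators and are not independent replicates.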

Included in the list of up-regulated mRNAs were well-established p53 target genes such as p21, PCNA and PIG3 (Figure 1B).

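CDKN1A, which encodes the cyclin-dependent kinase inhibitor p21, rose from 178 ± 8.52 to 1120.4 ± 7.34 FPKM in GM06170 and from 174 ± 14.9 to 795 ± 8.21 FPKM in GM00011 (mean ± SD, n = 2 untreated and 2 treated cultures per line; log2 2.66 (SE 0.10) and 2.20 (SE 0.10)). PCNA, the sliding clamp of DNA polymerases, rose from 111 ± 9.81 to 481 ± 10.6 FPKM and from 116 ± 2.81 to 453 ± 36.6 FPKM (log2 2.11 (SE 0.10) and 1.96 (SE 0.10)). TP53I3, the quinone oxidoreductase gene also called PIG3, rose from 33.9 ± 1.39 to 383 ± 5.75 FPKM and from 42.5 ± 4.38 to 281 ± 3.33 FPKM (log2 3.50 (SE 0.09) and 2.73 (SE 0.09)). Larger changes were found at BTG2, an antiproliferative cofactor, from 1.43 to 67.9 FPKM in GM06170 (log2 5.48 (SE 0.10); 5.16 in GM00011), and at GDF15, a stress hormone of the TGF-beta family, from 16.9 ± 1.89 to 663 ± 36.3 FPKM (log2 5.29 (SE 0.13); 4.53 in GM00011). The largest rises of all were of POU3F1, a neural and skin transcription factor (6.16 in GM06170 and 6.54 in GM00011; 0.0472 to 10.4 FPKM in GM06170), the carboxylesterase gene CES3 (5.82 in GM06170 and 5.22 in GM00011), RRAD, a small GTPase (5.97 in GM06170 and 4.43 in GM00011), SDPR, a caveolar protein (5.43 in GM06170 and 4.98 in GM00011), and the tight-junction gene CLDN1 (4.90 in GM06170 and 5.28 in GM00011). The deepest falls were of INHBE, an activin subunit, from 12.4 to 0.680 FPKM (-4.00) in GM06170 and -4.09 in GM00011, and of mitotic genes: ASPM at the spindle poles (-4.09 in GM06170 and -3.41 in GM00011), the kinases PLK1 (57.5 ± 0.501 to 5.26 ± 0.215 FPKM in GM06170, -3.42 (SE 0.08); -3.72 in GM00011) and NEK2 (-3.79 in GM06170 and -3.29 in GM00011), the motor KIF14 (-3.84 in GM06170 and -3.20 in GM00011), PSRC1 (-3.45 in GM06170 and -3.50 in GM00011), DEPDC1 (-3.76 in GM06170 and -3.08 in GM00011) and the centromeric histone CENPA (-3.23 in GM06170 and -3.42 in GM00011). FOS, an AP-1 subunit, fell (-1.15 in GM06170 and -0.95 in GM00011). JUN, its partner, fell (-0.26 and -0.78), a call that is lost with libraries set to the same median or without any of 3 GM06170 libraries. JUND changed in GM00011 only (-0.45; 0.16 in GM06170, not passing) and the corepressor gene TRIM28 in GM06170 only (0.48; -0.10 in GM00011, not passing). The acetyltransferase gene EP300 passed in GM06170 (-0.65) and not in GM00011 (-0.25), while the test of the difference between the lines did not pass (limma adjusted p = 0.212). By limma the adjusted p (Benjamini-Hochberg) was 3.7e-08 and 1.4e-07 for CDKN1A, 1.4e-07 and 2.8e-07 for PCNA, and 6.0e-09 and 2.8e-08 for TP53I3. Of 13 genes the paper names for these fibroblasts, 8 were higher and 2 lower (the same adjusted over the list alone; median 2.04), and camera gave adjusted p = 0.00883, with an estimated correlation adjusted p = 0.194. The study chose these 13 on the same samples, so the list is not independent evidence.

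**Figure D1:**
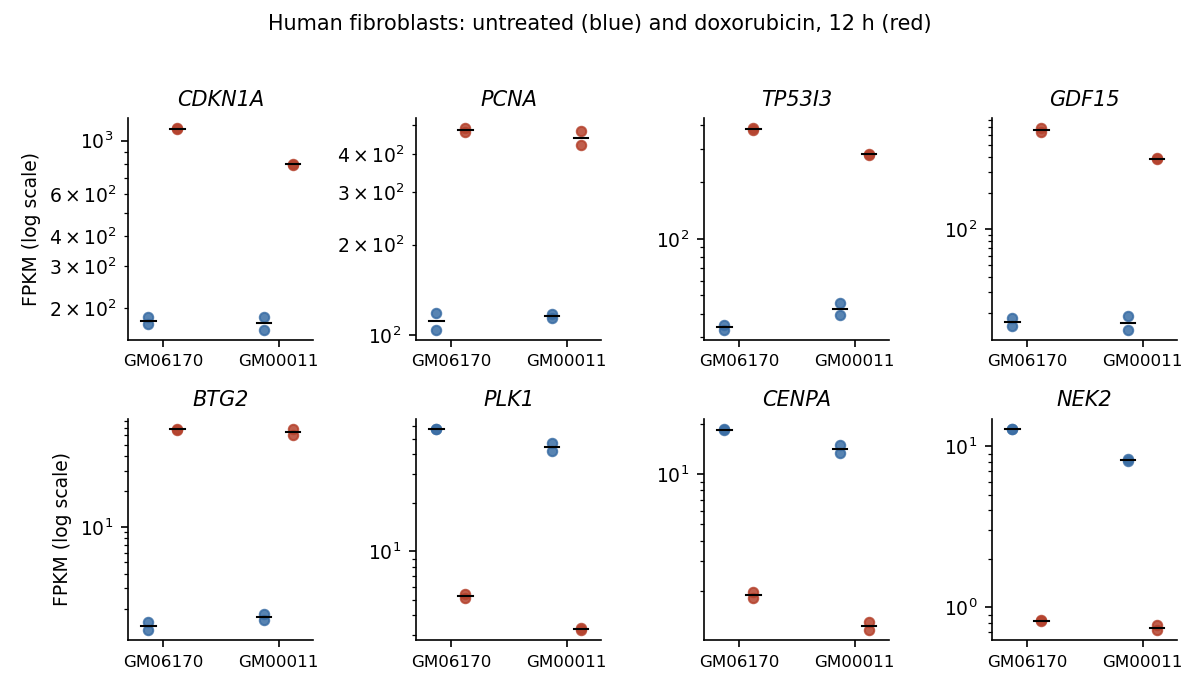
FPKM (log axis) of 5 rising and 3 falling genes in each untreated and doxorubicin-treated library of GM06170 and GM00011; points are libraries and lines are group means. CDKN1A, PCNA, TP53I3, GDF15 and BTG2 rise and PLK1, CENPA and NEK2 fall in both lines, with treated and untreated points apart at every gene.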

**Figure 1.**
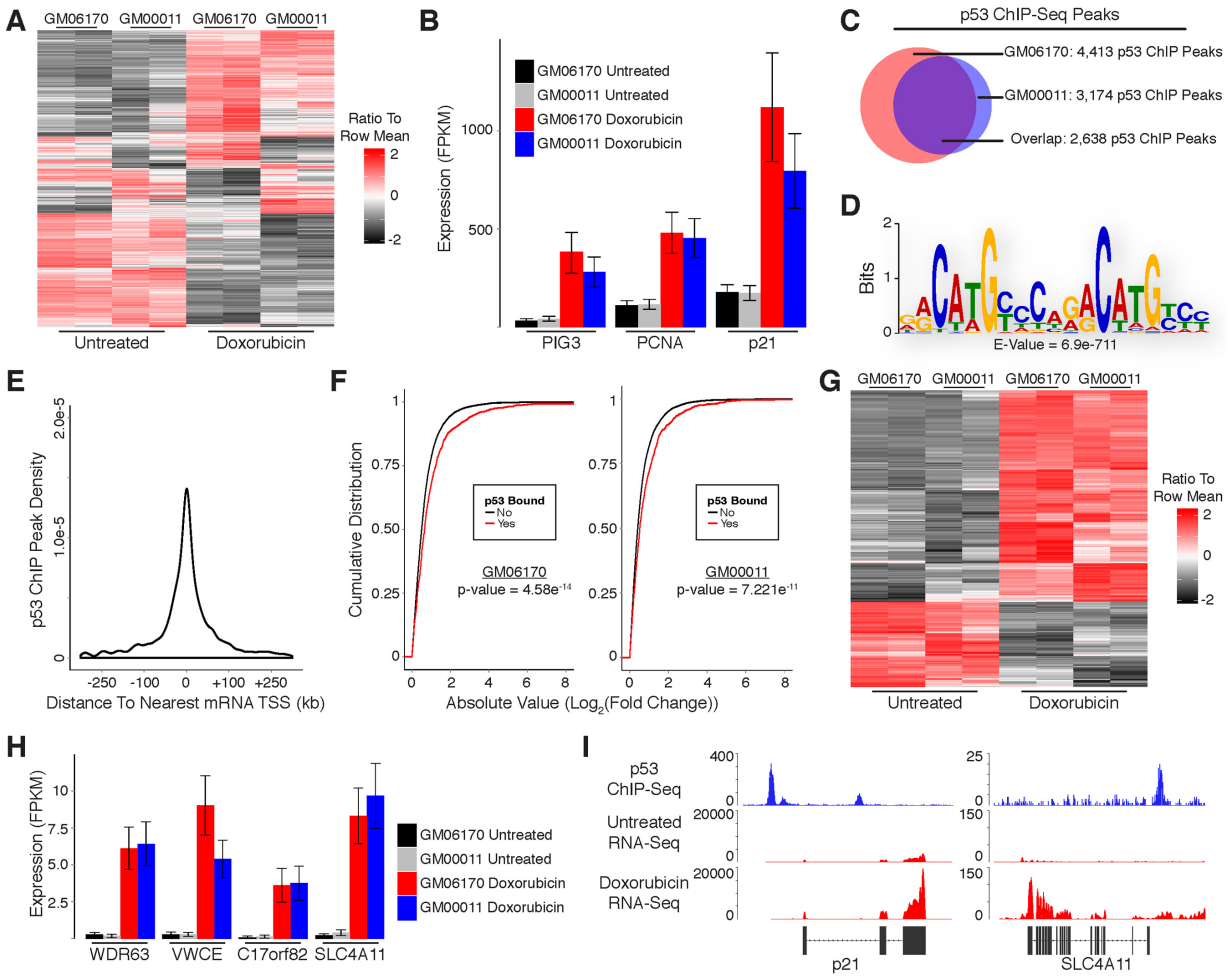
Identification of protein-coding genes that are directly regulated by p53 in response to DNA damage in primary human fibroblasts. (**A**) Heatmap showing differential expression of protein-coding mRNAs in response to DNA damage. (**B**) RNA-Seq analysis of canonical p53 target genes in response to DNA damage. (**C**) Overlap of p53 ChIP-Seq peaks from GM06170 and GM00011 fibroblasts. (**D**) Sequence motif analysis of p53 ChIP peaks. (**E**) Distribution of p53 ChIP peaks relative to transcription start sites of protein-coding genes. (**F**) Cumulative distribution of expression changes for all p53 bound and unbound mRNAs in response to DNA damage. (**G**) Heatmap showing differential expression of direct p53 target mRNAs in response to DNA damage. (**H**) RNA-Seq analysis of previously uncharacterized p53 target genes in response to DNA damage. (**I**) RNA-Seq and p53 ChIP-Seq at selected loci. *P*-values (**1F**) were calculated using the Kolmogorov-Smirnov test.

While the DNA damage response results in differential expression of many genes, only a subset of these are directly regulated by p53. 

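p53 binding in GM06170 and GM00011 was mapped from chromatin of cells given doxorubicin, with 1 immunoprecipitated sample (antibody DO-1) and 1 input sample per line. The paper and the labels give 12 h at 0.2 µg/ml for these samples. DNA was read on a Genome Analyzer II; the authors aligned it with Bowtie2, found candidate regions with Scripture, tested them against input with Cuffdiff2 and kept the top 75% by FPKM. The deposited list holds the positions, on hg19, of regions called in both lines, without a score or a height, and lists of single lines were not used here. With 1 sample per line there is no replicate error for binding, so intervals beside shares of peaks are Wilson 95% intervals that hold counting error only. Transcription start sites are the 5′ ends of protein-coding transcripts in GENCODE v44 lifted to GRCh37. They were joined to the RNA-seq table by gene symbol, which matched for 87.4% of the named genes kept. A gene is called bound when a peak lies within 30 kb of any of its start sites. Heights, reads and binding in untreated cells were not analysed here.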

To further distinguish direct p53 target genes from those that are indirectly affected by DNA damage we performed chromatin immunoprecipitation (ChIP) in doxorubicin-treated fibroblasts using antibodies against p53. Isolated DNA was subjected to single-end sequencing with an average depth of 21.9 million uniquely mapped fragments per sample. ChIP-Sequencing (ChIP-Seq) identified 4413 and 3174 p53 binding sites in GM06170 and GM00011 cells, respectively. 

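Peaks lie beside many genes that rose with doxorubicin. GDF15 has 3 peaks (hg19, 1-based): at chr19:18475271-18476189 and chr19:18484219-18485511, 9811 and 676 bases upstream of its nearest start site, and at chr19:18496080-18497339. At BTG2 the peak chr1:203275312-203276220 sits in an intron 1119 bases downstream, at PCNA chr20:5100209-5101226 is intronic, and at TP53I3 chr2:24306766-24307465 overlaps coding sequence 66 bases downstream of a start site. Peaks also stand 2424 bases upstream of RRAD and 1276 bases upstream of POU3F1, and SESN1 has a peak in an untranslated region (chr6:109329690-109330627). FDXR and GLS2 have 0 peaks within 30 kb, although both rose. PLK1 fell and has a peak, chr16:23720671-23721198, but 29881 bases downstream, near the edge of the window. Of the 2638 peaks, 1290 (48.9%) are intergenic, 1211 (45.9%) fall in introns, 67 in untranslated regions, 37 in coding sequence and 33 in other exons. Median width is 712 bases.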

Comparison of p53 binding sites between fibroblast lines revealed 2638 sites common to both lines (Figure 1C). Motif analysis of the common p53 ChIP peaks using Multiple Em for Motif Elicitation (MEME), specifically MEME-ChIP, revealed enrichment of the p53 consensus binding motif, confirming the specificity of the ChIP experiment for p53 binding sites (Figure 1D) (20). In addition, we performed a highly stringent search for p53 binding motifs (specifically [A/G]C[A/T][A/T]G[C/T][C/T][2–4 Spacer Nucleotides][G/A][G/A]C[A/T][A/T]G[T/C]) within the p53 ChIP peaks common to both fibroblast lines and identified clear motifs in 1074 of the 2638 peaks. 

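The p53 site is a pair of inverted half-sites, and the paper's pattern occurs in 2 of the 3 peaks at CDKN1A and in the distal peak of GDF15, where chr19:18475799-18475814 (hg19) reads GCATGTCCCGGCATGT. Peaks at BTG2, PCNA, TP53I3 and SLC4A11 have no such match, so the well-known targets divide between the groups. A match was found in 1016 of 2638 peaks (38.5%, Wilson interval 36.7 to 40.4, counting error only) against 25 (0.948%) of equally wide neighbouring stretches. Counting only peaks in which one of the pair matches, 1007 favour the peak and 16 the neighbour (exact binomial test, two-sided, p = 1.38e-273). Matches cluster at the centre: the median offset from the peak middle is 40.8 bases, and 82.3% lie within 100 bases. Allowing spacers of 0 to 13 bases gives 1145 peaks, and searching only the central 200 bases gives 812. Peaks within 1 kb of a start site match less often, 36 of 170 (21.2%) against 980 of 2468 elsewhere (39.7%; Fisher's exact test, two-sided, p = 7.97e-07), and the median distance to a start site is 40909 bases for peaks with a match and 26823 without. Overlap with a pattern does not show which sequence p53 contacts.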

The remaining peaks may have p53 motifs that deviate slightly from our criteria. Alternatively, these peaks could arise indirectly from distal regulatory elements that contain p53 motifs interacting with their genomic targets (which may lack canonical p53 motifs).

To further validate our ChIP-Seq results we compared the p53 binding sites we identified to those described in previous studies that performed p53 ChIP-Seq (24–26). We observed appreciable, albeit incomplete, overlap in p53 binding sites between our data and the majority of data sets we analyzed (Supplementary Figure S1A–C). Binding sites characterized in cells treated with doxorubicin (lymphoblastoid or U2OS) displayed the most overlap with our data (Supplementary Figure S1D). Altogether, 93% of the p53 binding sites identified in our study were present in at least one other data set. In contrast to the untransformed fibroblasts from our study, these alternative studies used cancer cell line models (MCF7, lymphoblastoid, or U2OS cells). Moreover, they utilized a variety of methods for activating p53 as well as different antibodies in their ChIP protocols. These observations indicate that our ChIP-Seq results are not biased by the type of cells or antibodies used in our experiments and are representative of a general response to DNA damage by p53.

Unlike traditional transcription factors that bind within a few hundred base pairs of transcription start sites (TSSs), p53 has been shown in some cases to bind many kilobases (kb) up- or downstream of its target genes. We empirically evaluated the relationship between p53 ChIP peaks and protein-coding gene TSSs, finding that most p53 binding sites occur within 30 kb of an annotated TSS (Figure 1E). Moreover, genes with p53 binding sites within 30 kb of their TSSs had significantly higher levels of induction/repression in response to DNA damage as compared to genes without binding sites, further supporting that they are directly regulated by p53 (Figure 1F). 

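The nearest start site can be close, as at TP53I3 (66 bases), or far, as at the outermost GDF15 peak. Of 2638 peaks, 1256 have their middle within 30 kb of a protein-coding start site (47.6%, Wilson interval 45.7 to 49.5, counting error only), and the median distance is 32403 bases. In 100 random placements on the same chromosomes the share averaged 38.0% and reached at most 40.6% (p = 0.0099, one-sided permutation, the smallest they can give). Within 1 kb the share is 6.44% against 2.77% at random. Near genes called in both lines lie 636 peaks: 429 near a higher gene, such as BTG2 or SESN1, and 250 near a lower one, such as PLK1, with some near both. Random placement ignores mappability and open chromatin.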

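Genes with a p53 peak within 30 kb of a start site, among them CDKN1A, BTG2 and GDF15, changed more in size than genes without one. In GM06170 the median absolute log2 change was 0.59 for 1227 bound genes and 0.48 for 9908 unbound genes, and in GM00011 it was 0.48 against 0.39. More bound genes passed 2-fold: 28.1 against 19.2% in GM06170 and 24.8 against 16.1% in GM00011. The difference of medians, 0.104 and 0.0908, gave permutation p = 1e-05 in each line (two-sided, 100000 shuffles, the smallest they can give), and the largest gap between the cumulative curves was 0.0919 and 0.113. FDXR and GLS2, unbound by this definition, rose more than most bound genes, so the groups overlap widely. Genes are not independent replicates, and neighbouring genes can share a peak. The paper takes the larger response of genes near p53 sites as further support that p53 regulates them directly.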

Based on these results we intersected p53 ChIP peaks with genomic regions spanning from 30 kb upstream to 30 kb downstream of TSSs for genes that were differentially expressed in response to DNA damage, identifying a small subset of 262 up-regulated and 106 down-regulated genes that are direct targets of p53 (Figure 1G; Supplementary Table S1; Supplementary File 1). In contrast to the noticeable level of variation in global gene expression between GM06170 and GM00011 cells (Figure 1A), direct p53 target genes display consistent expression across cell lines (Figure 1G). 

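The rise is where bound genes stand out. Of 1227 genes with a peak within 30 kb, 427 were higher in both lines (34.8% against 20.3% of unbound genes; odds ratio 2.09, Fisher's exact test, two-sided, p = 3.31e-28), including CDKN1A, SESN1, TNFRSF10B and BBC3. Lower genes were fewer among bound than among unbound genes: 247 (20.1 against 24.5%; odds ratio 0.777, p = 0.000667 by the same exact test), PLK1 among them. With 10 kb the counts are 246 higher and 86 lower, and with 100 kb they are 848 and 598, since a wider window takes in more genes. Against unbound genes of like expression the smaller share of lower genes gave p = 0.0451 (Fisher's exact test). The paper counts 262 higher direct targets, and its list gave 261 distinct gene names here, of which 254 were tested. All 254 rose in both lines, and 208 of the 216 with an annotated start site have a peak in the window. Of its 106 lower genes, 105 were tested and 105 fell, and 88 of the 96 with an annotated start site have a peak. The study chose these genes on the same samples, so their direction is not independent evidence. Genes are not independent replicates in these tests.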

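CDKN1A, with log2 changes 0.46 apart between the lines, TP53I3 (0.77 apart) and PCNA (0.15 apart) show how far a bound gene's response can differ between GM06170 and GM00011. For 674 bound genes called in both lines the median gap between the lines was 0.26, and for 4439 other called genes it was 0.24 (difference 0.0218, permutation p = 0.0810, two-sided). Both sets hold only genes called in the same direction in both lines. The paper instead sets direct targets against global gene expression, so genes called in a single line are missing from this comparison. Among 10000 lists of other genes matched for mean expression, the bound genes' gap stood at percentile 99.46, on the side of larger gaps. Divided by the size of the change, the gap was 0.270 for bound and 0.295 for other genes (difference -0.0249, p = 0.109 by permutation), and with a pseudocount of 1 the difference passes (-0.0343, permutation p = 0.0196), as it does for genes of at least 1 FPKM (-0.0361, permutation p = 0.0304). Across genes, the log2 changes of the lines correlate at r = 0.957 (Spearman 0.944) for bound and 0.946 (0.930) for other called genes. Choosing genes called in the same direction in both lines makes both correlations high, and genes are not independent replicates. VWCE was among bound genes with a larger rise in GM06170, by 0.71.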

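Several rising genes outside the well-known p53 targets started near 0 and ended at a few FPKM. WDR63, a dynein-associated gene, went from 0.285 to 6.12 FPKM in GM06170 and from 0.190 to 6.42 FPKM in GM00011 (log2 4.03 (SE 0.17) and 4.49 (SE 0.17)). VWCE, a secreted von Willebrand domain protein, went from 0.300 to 9.02 FPKM and from 0.295 to 5.40 FPKM (log2 4.51 (SE 0.13) and 3.80 (SE 0.13)), with 2 peaks 2364 and 5486 bases upstream of a start site. C17orf82 went from 0.0923 to 3.62 FPKM and from 0.128 to 3.76 FPKM (log2 4.31 (SE 0.22) and 4.08 (SE 0.22)); its symbol and that of WDR63 are not in the gene annotation used here, so their peaks were not analysed here. SLC4A11, a membrane transporter linked to corneal dystrophy, went from 0.212 ± 0.0470 to 8.30 ± 1.13 FPKM and from 0.403 ± 0.0498 to 9.66 ± 1.22 FPKM (log2 4.75 (SE 0.17) and 4.28 (SE 0.17); limma adjusted p = 2.8e-08 and 5.8e-08, Benjamini-Hochberg). After doxorubicin, the 643 bound and called genes outside the lists of known p53 targets had a median of 10.2 FPKM against 30.2 for 45 genes of those lists (log2 difference -1.56, permutation p = 0.00019, two-sided). In untreated cells the medians were close (log2 difference -0.19, permutation p = 0.706). For 336 genes on the paper's own list the treated median was 14.0 (log2 difference -1.10, permutation p = 0.00653), and in untreated cells it was above that of the known targets (log2 0.12, permutation p = 0.749). FPKM of different genes compares only roughly, since length and mappability differ, and genes are not independent replicates.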

The association of p53 with most of these genes has been previously unappreciated, possibly because many have relatively low expression compared to canonical p53 target genes (Figure 1H, Supplementary File 1). RNA-Seq and p53 ChIP-Seq at the p21 locus (a well-known p53 target gene) and SLC4A11 locus (an anti-apoptotic gene not previously associated with p53) are shown in Figure 1I (27).

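CDKN1A lies on the plus strand at chr6:36644237-36655114 (hg19, 1-based) and carries 3 peaks: chr6:36634693-36635391, 9195 bases upstream; chr6:36643697-36646241, which spans the start site; and chr6:36649603-36651324 in an untranslated region. The matching sites are ACATGTCCCAACATGT at chr6:36644228-36644243 and GCAAGTTGGGACTTGT at chr6:36650422-36650437. SLC4A11 lies on the minus strand at chr20:3208063-3220205 and has 1 peak of 862 bases, chr20:3220440-3221301, 665 bases upstream of a start site. No match to the pattern lies in the SLC4A11 peak. CDKN1A was already expressed in untreated cells, whereas SLC4A11 was below 1 FPKM there, so the same log2 change stands for very different amounts of RNA. The height of these peaks is not in the list of positions.

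**Figure D2:**
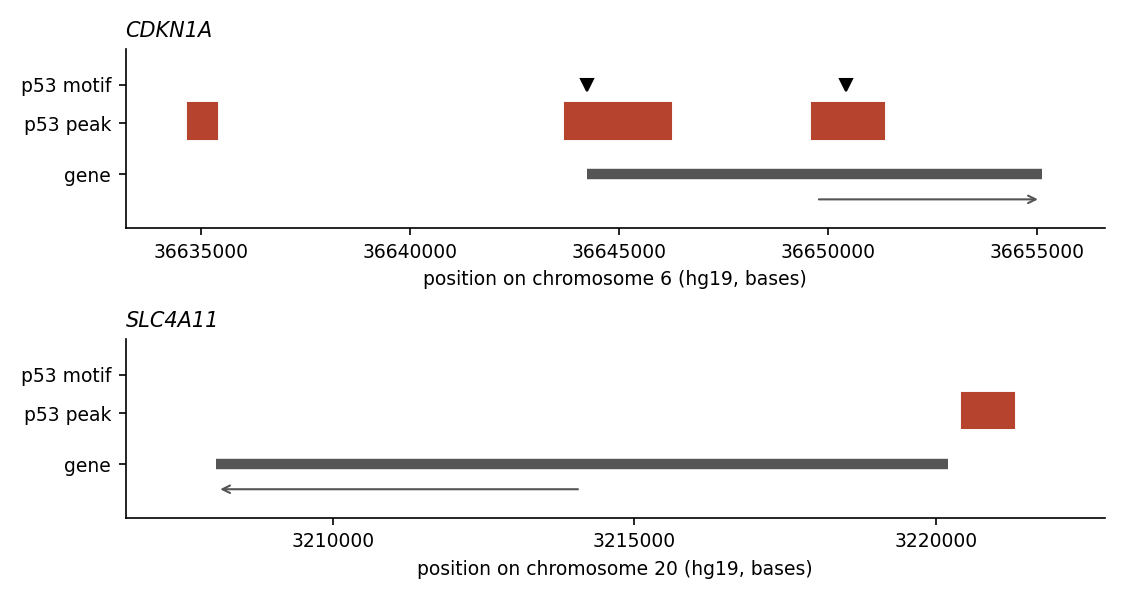
Gene bodies (bars, arrow in the direction of transcription), p53 peaks (boxes) and motif matches (triangles) along CDKN1A on chromosome 6 and SLC4A11 on chromosome 20, position in hg19. CDKN1A has 3 peaks, 2 with a match, and SLC4A11 has 1 peak without a match, 665 bases upstream of a start site.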

### Identification of protein-coding genes that are directly regulated by p53 in response to DNA damage in primary mouse embryonic fibroblasts

The p53 protein, as well as its transcriptional regulation of protein-coding gene targets, is highly conserved throughout evolution (28). We reasoned that a systematic evaluation of the DNA damage response in mouse fibroblasts might shed light on the conserved functions of p53 within the noncoding genome. We generated primary mouse embryonic fibroblasts (MEFs) and treated them with doxorubicin for 6 h to induce DNA damage. RNA was isolated from MEFs and subjected to paired-end RNA-Seq with an average sequencing depth of 29 million mapped fragments per sample. 

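Wild-type mouse embryonic fibroblasts (MEFs) were profiled in 3 untreated and 3 doxorubicin-treated samples (0.2 µg/ml), which the paper calls biological replicates. Treatment time is 6 h in the paper and 12 h in the sample labels. Paired-end libraries were mapped to mm9 by the authors with TopHat2, and the deposited FPKM come from Cuffdiff on UCSC genes. The table has 42760 loci and 6 libraries, and 14 loci (0.0327%) carry no name. Of the 25858 named genes kept, 77.7% match a protein-coding gene by symbol. Library totals lie between 473143 and 484944 FPKM, 11818 to 11930 genes reach 1 FPKM, and samples of a group correlate across genes at r = 0.986 to 0.989. Estimated depths of the MEF libraries span 1 to 1.36 relative to the shallowest, from the 11.4 to 17.3% of low values on that ratio. As for the human lines, 15113 genes in the top 75% by mean FPKM were tested with limma on log2(FPKM + 0.1). Of 200 planted changes, the test recovered 55.2% at log2 0.5, 86.6% at 1 and 97.0% at 2, with 16 false calls of 175. As for the human lines, these rates hold for the simulation, where far fewer genes change.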

We then evaluated the differential expression of protein-coding genes in response to DNA damage using the UCSC known genes annotation as a reference transcriptome.

Doxorubicin treatment resulted in up-regulation of 3124 mRNAs and down-regulation of 3334 mRNAs in MEFs (Figure 2A; Supplementary Table S1). 

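p53 targets that act in arrest and feedback rose in wild-type MEFs (15 higher and 2 lower of 18, median log2 change 1.41), among them Btg2 (21.0 to 118 FPKM, 2.49 (SE 0.04)), the cyclin G gene Ccng1 (117 to 555 FPKM, 2.24 (SE 0.04)) and Sesn2 (1.14). Apoptosis targets rose likewise (11 higher, 1 lower of 13, median 1.51): Pmaip1, which encodes the BH3 protein NOXA, from 5.15 to 45.6 FPKM (3.12), the receptor gene Eda2r from 10.8 to 104 FPKM (3.25), Lrdd (2.55), Ei24 (2.00) and the death receptor gene Fas (1.51). Repair and metabolism targets were divided (8 higher and 6 lower of 14, median 0.66), with the polymerase gene Polk (2.00), Acad11 (1.64) and the excision nuclease gene Ercc5 (1.75) up and Pcna down (171 to 134 FPKM, -0.35). Mitosis genes fell, 29 of 30 with 1 higher (median -1.05): the kinetochore gene Cenpf (-2.11), Ccnb2 (-1.90), the motor gene Kif20a (-1.55), Plk1 (38.3 to 13.2 FPKM, -1.53 (SE 0.05)), Bub1b (-1.51) and the topoisomerase gene Top2a (-1.14). DNA replication genes fell in 23 of 30 and rose in 3 (median -0.46): Ccna2 (-1.28), the thymidine kinase gene Tk1 (-1.24), the helicase loader Cdc6 (-0.74), Mcm6 (-0.69) and Mcm10 (-0.46) fell, and the ribonucleotide reductase gene Rrm2 rose (0.75). All 17 genes of cholesterol synthesis were lower (median -0.77), including Cyp51 (-1.39), Fdps (-1.16), Fdft1 (-1.16) and Sqle (-0.77). Immediate early genes rose (12 higher, 3 lower of 16, median 1.33), with Nr4a1 (3.31), Fosb (2.80), Egr1 (2.35), Klf4 (1.42) and Maff (1.24). Secreted inflammatory genes were higher for 14 and lower for 5 of 21 (median 0.61): the adhesion gene Icam1 from 35.6 to 172 FPKM (2.27 (SE 0.06)), Ptgs2 (2.19), Il1b (1.65), Il6 (0.65) and Cxcl2 (0.56) rose, while the chemokine genes Ccl20 (78.0 ± 1.55 to 19.6 ± 1.86 FPKM) and Cxcl5 (-1.28) fell. Macrophage transcripts are in the same cultures: 8 of 9 such markers reach 1 FPKM, led by Emr1, the F4/80 antigen gene, at 162 FPKM untreated, and of 8 tested 2 were higher and 3 lower. Interferon-stimulated genes were higher for 13 and lower for 2 of 20 (median 0.35), with the antiviral genes Mx1 (2.28), Rsad2 (2.15), Usp18 (1.96) and Irf7 (1.07) up.

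In total limma called 4826 genes higher and 4955 lower; 1221 and 828 passed 2-fold, the median size of a called change was 0.55 and 0.53, and unadjusted p was under 0.05 for 10262. Adjusted over the list alone, the counts of these 9 lists are unchanged. Camera at its preset correlation (17 lists, two-sided, Benjamini-Hochberg) gave adjusted p = 5.25e-06 for arrest and 3.61e-06 for apoptosis, with an estimated correlation adjusted p = 0.138 for both. Mitosis had adjusted p = 3.81e-12, DNA replication 2.68e-05 and cholesterol 2.33e-07, with an estimated correlation adjusted p = 0.156 for these 3. Immediate early genes had adjusted p = 0.00223 (with an estimated correlation adjusted p = 0.344), inflammatory genes adjusted p = 0.0152 (with an estimated correlation adjusted p = 0.360) and interferon-stimulated genes adjusted p = 0.00200 (with an estimated correlation adjusted p = 0.487). DNA repair and metabolism did not differ from other genes (limma's camera, adjusted p = 0.230).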

Included in the list of up-regulated mRNAs were known p53 target genes such as p21 and Mdm2 (Figure 2B). 

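Cdkn1a rose from 114 ± 2.30 to 663 ± 19.9 FPKM (mean ± SD, n = 3 and 3; log2 2.53 (SE 0.04)) and Mdm2, the ubiquitin ligase gene that limits p53, from 56.6 ± 1.76 to 352 ± 10.3 FPKM (log2 2.64 (SE 0.04)), each with limma adjusted p = 1.2e-09 (Benjamini-Hochberg). Trp53 RNA did not change (95.5 ± 3.46 to 95.2 ± 2.86 FPKM; log2 0.00 (SE 0.04), limma adjusted p = 0.932). The genes that rose most include Areg, an EGF receptor ligand, from 0.0594 to 8.25 FPKM (5.71), the phosphatase subunit gene Ppp2r2c (5.32), Fam196a (4.82), Sec14l5 (4.68), Palm3 (4.64) and the transcriptional cofactor gene Cited4 (4.43). Among the deepest falls were the protease gene Adamts5 from 42.0 to 3.77 FPKM (-3.45), the kinesin gene Kif21b (-3.13), Bnip3, a mitochondrial BH3 protein gene (128 to 18.3 FPKM, -2.80), Rgs11 (-2.79), the Wnt co-receptor gene Lgr5 (-2.76) and the pseudokinase gene Trib3 (29.5 to 4.28 FPKM, -2.75). Of the 7 genes the paper names in MEFs, 6 were higher and 0 lower (the same adjusted over the list alone; median 3.74), with camera adjusted p = 6.05e-05 and with an estimated correlation adjusted p = 0.156. The study chose these 7 on the same samples, so the list is not independent evidence.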

As in human cells, only a subset of the mouse genes that are differentially expressed in response to DNA damage represent direct targets of p53. 

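p53 binding in MEFs rests on 1 immunoprecipitated sample (antibody CM5) and 1 input sample from cells given 0.2 µg/ml doxorubicin, for 6 h by the paper and 12 h by the labels. The authors aligned the reads to mm9 with Bowtie2 and called regions with Scripture and Cuffdiff2 against input, as for the human lines. The deposited list gives peak positions without heights; the median width is 420 bases. The widest, chr17:39979883-39985867 (mm9, 5985 bases, GC 64.1%), overlaps the pseudogene AY036118. Start sites come from protein-coding transcripts of GENCODE vM1, and the window is 20 kb on either side. With 1 sample, binding has no replicate error.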

To further distinguish direct target genes we used a previously published ChIP-Seq data set that we generated using antibodies against p53 in doxorubicin-treated MEFs and identified 3100 binding sites (17). MEME-ChIP analysis of p53 ChIP peaks revealed enrichment of the p53 consensus binding motif, confirming the specificity of the ChIP experiment for p53 binding sites (Figure 2C). 

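The pattern of paired half-sites, searched with the human settings, occurs at Cdkn1a, where chr17:29227875-29227890 (mm9, 1-based) reads ACATGTCTTGACATGT, at Pmaip1 (GCTTGCCCCGGCAAGT) and at Ccng1 (ACTAGCCCGGGCTTGC, chr11:40568440-40568455). None of the 4 Mdm2 peaks has a match, nor have those of Slc4a11 and Ankk1. In all 874 peaks match (28.2%, Wilson interval 26.6 to 29.8, counting error only) against 38 (1.23%) of neighbouring stretches of the same width. Discordant pairs number 859 against 23 (exact binomial test, two-sided, p = 1.03e-220). The median match lies 27.5 bases from the peak middle and 90.2% lie within 100 bases; spacers of 0 to 13 bases give 1034 peaks and the central 200 bases give 768. Peaks within 1 kb of a start site match in 47 of 288 cases (16.3%) and other peaks in 827 of 2812 (29.4%; Fisher's exact test, two-sided, p = 1.26e-06).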

A highly stringent search for p53 binding motifs (using the previously described criteria) within the p53 ChIP peaks in MEFs also identified clear motifs in 900 of the 3100 peaks.

**Figure 2.**
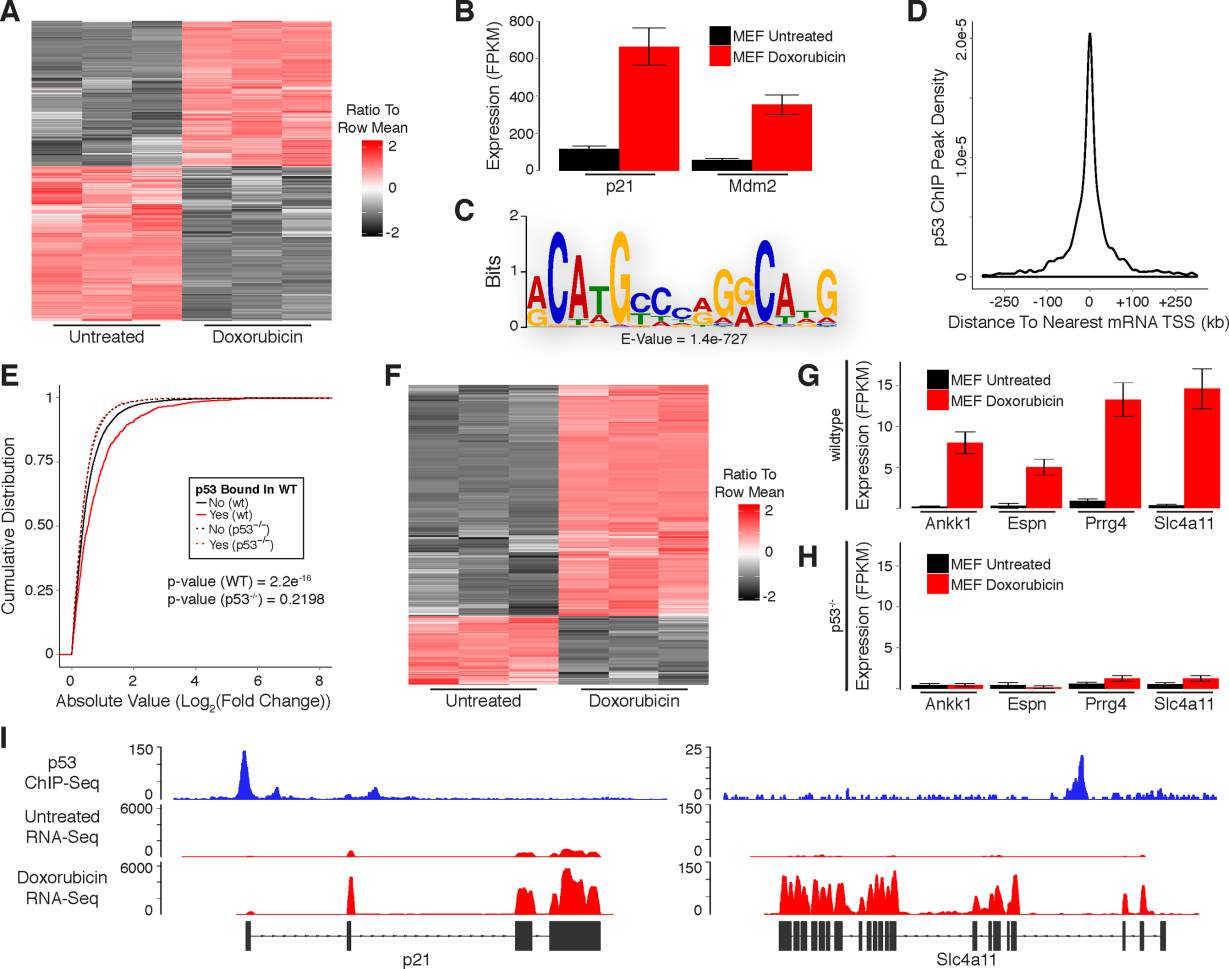
Identification of protein-coding genes that are directly regulated by p53 in response to DNA damage in primary mouse embryonic fibroblasts. (**A**) Heatmap showing differential expression of protein-coding mRNAs in response to DNA damage. (**B**) RNA-Seq analysis of canonical p53 target genes in response to DNA damage. (**C**) Sequence motif analysis of p53 ChIP peaks. (**D**) Distribution of p53 ChIP peaks relative to transcription start sites of protein-coding genes. (**E**) Cumulative distribution of expression changes for all p53 bound and unbound mRNAs in response to DNA damage in wild-type and p53^−/−^ primary MEFs. (**F**) Heatmap showing differential expression of direct p53 target mRNAs in response to DNA damage. (**G** and **H**) RNA-Seq analysis of previously uncharacterized p53 target genes in response to DNA damage in (**G**) wild-type and (**H**) p53^−/−^ primary MEFs. (**I**) RNA-Seq and p53 ChIP-Seq at selected loci. *P*-values (**2E**) were calculated using the Kolmogorov-Smirnov test.

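Ankk1 has its peak 570 bases upstream of a start site (chr9:49235334-49236059, mm9, 1-based) and Pmaip1 115 bases upstream (chr18:66617906-66618380), whereas an Espn peak lies 13140 bases upstream and Areg, Adamts5 and Trib3 have 0 peaks within 20 kb. Of 3100 peaks, 1392 (44.9%, Wilson interval 43.2 to 46.7, counting error only) have their middle within 20 kb of a protein-coding start site, with a median distance of 24944 bases. In 100 random placements the mean was 30.0% and the highest 32.1% (p = 0.0099, one-sided permutation, the smallest they can give). Within 1 kb the share was 9.29 against 2.48%. Peaks with a motif match lie 31872.5 bases from a start site at the median and others 22725.5. Intergenic positions take 1674 peaks (54.0%), introns 1250 (40.3%), untranslated regions 94, coding sequence 64 and other exons 18.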

Most of the identified p53 binding sites occur within 20 kb of an annotated protein-coding gene TSS (Figure 2D). Furthermore, genes with p53 binding sites within these regions had significantly higher levels of induction/repression in response to DNA damage as compared to genes without binding sites (Figure 2E). 

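Genes near a p53 peak in MEFs, such as Cdkn1a, Mdm2, Ccng1 and Pmaip1, changed more than genes without one. The median absolute log2 change was 0.52 for 1479 bound and 0.35 for 12069 unbound genes (difference 0.163, permutation p = 1e-05, two-sided, the smallest they can give). At least 2-fold changes were seen for 24.7% of bound and 12.5% of unbound genes, and the largest gap between cumulative curves was 0.157. Areg and Trib3, unbound within 20 kb, changed more than most bound genes. Genes are not independent replicates.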

Importantly, genes bound by p53 (in wild-type MEFs) were not induced/repressed in p53^−/−^ MEFs, demonstrating that they are directly regulated by p53 (Figure 2E). 

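Trp53 RNA in the p53-/- MEFs was 38.6 and 40.9 FPKM in the untreated libraries and 25.5 and 27.0 FPKM in the treated ones, against 91.7 to 98.5 FPKM in the 3 untreated and 92.8 to 98.3 FPKM in the 3 treated wild-type libraries. The label is thus matched by a lower signal in every p53-/- library, not by its absence; which exons the allele lacks is not given in the sources used here, and the FPKM cover the whole gene. Within the p53-/- table Trp53 fell, at log2 -0.60 (SE 0.05) (limma adjusted p = 0.00011, Benjamini-Hochberg). The cells were profiled by RNA-seq in 2 untreated and 2 doxorubicin-treated samples (0.2 µg/ml, 6 h in the paper and in the labels). Deposited FPKM are in a table of their own, with the same 42760 loci, made by the authors with TopHat2 and Cuffdiff on mm9. Library totals are 462407 to 475949 FPKM, and 11834 to 11990 genes reach 1 FPKM. limma tested 14390 genes as before, and 14127 for a difference in response between genotypes, each response being measured within its own table. Planted changes were recovered for 73.1% at log2 0.5, 82.1% at 1 and 97.0% at 2, with 26 false calls of 194. As in wild type, this share of false calls is above the limit of 0.05. The simulation holds far fewer changed genes than were called in the real libraries, so the share there is not known. Genotype goes together with table, labelled time and the library type on the labels, so these cannot be separated.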

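In p53-/- MEFs a nearby p53 peak, as mapped in wild-type cells, no longer marked the genes that changed. The median absolute log2 change was 0.30 for 1390 bound and 0.30 for 11670 unbound genes (difference 0.000989, permutation p = 0.941, two-sided; largest gap between cumulative curves 0.0199), and 6.47 against 6.59% passed 2-fold. Mdm2 stayed level (20.2 ± 0.506 to 20.5 ± 1.98 FPKM; log2 0.02 (SE 0.07)) and Ccng1 did not pass (0.16). For 767 bound genes chosen for a rise in wild-type cells, the median log2 change was 0.74 there and 0.14 in p53-/- cells; a smaller change is expected of genes chosen in this way, and 767 unbound genes matched on the wild-type change had 0.74 and 0.32. Over 1378 bound genes measured in both, the median size was 0.48 in wild type and 0.30 in p53-/- (permutation p = 1e-05, two-sided, the smallest they can give). The 11464 unbound genes had 0.34 and 0.29, with the same permutation p. That p-value therefore does not set bound genes apart, and genes are not independent replicates. Bound genes were as likely as unbound genes to be higher (440, 31.7 against 31.5%; odds ratio 1.01, interval 0.892 to 1.14; Fisher's exact test, two-sided, p = 0.903) or lower (396, 28.5 against 26.6%; odds ratio 1.10, interval 0.967 to 1.24, exact p = 0.15). The odds ratio for lower genes passes with a 100 kb window (1.15, exact p = 0.000686) and for genes of at least 1 FPKM (1.14, exact p = 0.0449).

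p53-/- cells still responded: limma called 4303 genes higher and 3758 lower, 420 and 547 of them at least 2-fold, with a median called change of 0.43 and 0.51. Arrest and feedback targets were mixed, 6 higher and 5 lower of 16 (7 and 6 adjusted over the list alone; median 0.13): Btg2 (0.91) and the kinase gene Plk3 (0.89) rose and Sesn2 fell (13.3 to 6.51 FPKM, -1.01). Apoptosis targets were 7 higher and 2 lower of 13 (the same adjusted over the list alone; median 0.40), with Pmaip1 (1.36), Eda2r (1.59), the nuclease gene Aen (0.98) and Fas (0.40) up. Repair and metabolism targets were 7 higher and 2 lower of 14 (likewise adjusted over the list alone; median 0.19), with Pcna (1.09 (SE 0.04)) and Rrm2b up (0.74) and Rev3l down (-0.68). DNA replication genes rose, 29 of 30 with 0 lower (the same adjusted over the list alone; median 0.91): Cdc6 (5.47 ± 0.104 to 16.5 ± 0.363 FPKM, 1.58 (SE 0.06)), Mcm10 (1.45), Rrm2 (63.2 to 169 FPKM, 1.42), Mcm3 (1.12 (SE 0.04)), Mcm6 (0.68) and Tk1 (0.57). Mitosis genes were 14 higher and 9 lower of 30 (15 and 9 adjusted over the list alone; median 0.15), Top2a rising (0.44) and Ccnb2 (-1.12), Cdc25c (-0.76) and Bub1b (-0.54) falling. Immediate early genes rose, 13 of 16 with 0 lower (14 adjusted over the list alone; median 1.02), as in Nr4a1 (2.30), Maff (1.30), Egr1 (1.03) and Dusp1 (1.00). Inflammatory genes were 15 higher and 2 lower of 21 (15 and 3 adjusted over the list alone; median 0.94): Il6 (38.1 to 90.9 FPKM, 1.25), Cxcl2 (1.56), Ptgs2 (1.88), Icam1 (1.31) and Ccl20 (0.36) rose, in cultures where 6 of 8 macrophage markers were lower and 0 higher. Interferon-stimulated genes were 15 higher and 1 lower of 20 (the same adjusted over the list alone; median 0.82), with Usp18 (1.46), Oasl1 (1.24), Ifih1 (1.08) and Ifit1 (1.02), and the interferon gene Ifnb1 went from 0.108 to 1.53 FPKM (3.00).

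By camera (17 lists, two-sided, Benjamini-Hochberg) DNA replication had adjusted p = 2.82e-13 and immediate early genes adjusted p = 5.34e-05, with an estimated correlation adjusted p = 0.728 for both. Inflammatory genes had adjusted p = 7.86e-05 (with an estimated correlation adjusted p = 0.704) and interferon-stimulated genes adjusted p = 0.00019 (with an estimated correlation adjusted p = 0.782). Arrest (adjusted p = 0.756), apoptosis (0.166), repair (0.166) and mitosis (0.604) did not differ from other genes by limma's camera. The response differed between genotypes, by limma, for 13 of 16 arrest, 13 of 13 apoptosis, 11 of 14 repair, 27 of 30 mitosis, 30 of 30 DNA replication, 8 of 16 immediate early, 15 of 21 inflammatory and 6 of 20 interferon-stimulated genes. Ccna2, for example, fell in wild type while it reached 0.20 in p53-/- cells (difference -1.48), and Il1b responded alike (difference 0.01). From the loss of the response of bound genes in cells without p53, the paper concludes that p53 regulates them directly.

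**Figure D3:**
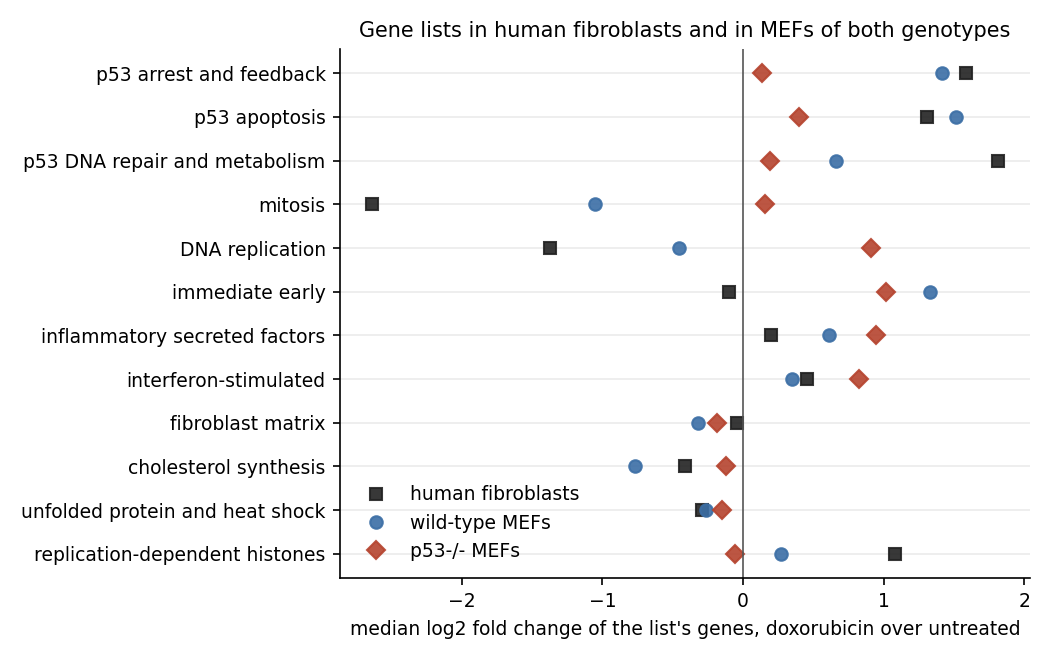
Median log2 fold change (doxorubicin over untreated) of 12 gene lists in human fibroblasts, wild-type MEFs and p53-/- MEFs; each point is a list in 1 comparison. DNA replication genes have medians of -1.37 (human) and -0.46 (wild type) but 0.91 in p53-/- cells, and arrest genes 1.58, 1.41 and 0.13.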

Upon the intersection of p53 ChIP peaks with genomic regions spanning from 20 kb upstream to 20 kb downstream of TSSs for genes that were differentially expressed in response to DNA damage we identified a subset of 585 up-regulated and 175 down-regulated genes that are direct targets of p53 (Figure 2F; Supplementary Table S1; Supplementary File 1). 

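Among 1479 genes with a p53 peak within 20 kb, 828 were higher after doxorubicin in wild-type MEFs (56.0 against 30.7% of unbound genes; odds ratio 2.87, Fisher's exact test, two-sided, p = 1.31e-79). Cdkn1a, Mdm2, Ccng1, Pmaip1, Slc4a11, Ankk1, Espn and Prrg4 are of this group, and Btg2 too. Lower genes were fewer than among unbound genes: 287 (19.4 against 36.2%; odds ratio 0.424, exact p = 8.50e-41). A window of 10 kb leaves 149 lower genes, and 100 kb takes in 1989 higher and 1455 lower genes, as more genes fall in it. From the paper's list of 585 higher genes, all 585 were tested and 582 rose, and 571 of the 573 with an annotated start site have a peak in the window. Of 175 lower genes, 174 fell, and 171 of the 172 with an annotated start site have a peak. That list was chosen by the study on the same samples, so the directions are not independent evidence. Bound and called genes outside the lists of known p53 targets (1090) had a treated median of 14.7 FPKM, and 43 genes of those lists 24.4 (log2 difference -0.73, permutation p = 0.0801, two-sided); in untreated cells the medians were 10.0 and 9.22 (log2 difference 0.12, permutation p = 0.762). Genes are not independent replicates.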

Our analysis uncovered many genes that were previously uncharacterized as direct targets of p53, including orthologs of several genes detected in our analysis of human fibroblasts (Figure 2G). 

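SLC4A11 is the clearest case in both species, and ESPN, an actin-bundling gene of hair cells, also rose in both, from low levels in the human lines. Known p53 targets recur too: MDM2, CDKN1A, BTG2, GDF15, BBC3, TNFRSF10B, ZMAT3, CCNG1, AEN, EDA2R, PLK2, PLK3, SESN2, BAX and PHLDA3 rose in the human lines and in wild-type MEFs. Of 9711 genes with matching symbols, 1112 were higher in both species where chance would give 720 (odds ratio 2.75, Fisher's exact test, two-sided, p = 7.74e-89), 1389 were lower in both where chance would give 892 (odds ratio 3.10, exact p = 1.61e-124), and 880 moved in opposite directions. Of bound genes, 65 were higher in both against 22.4 by chance (odds ratio 3.64, exact p = 1.91e-15) over 9009 genes. Bound and lower in both were 14 against 5.36 (odds ratio 2.84, exact p = 0.000952), among them HMMR, a spindle gene, MDM4, the p53 inhibitor gene, SEMA3C and GPC6. Across genes the log2 changes correlate at r = 0.340 (Spearman 0.324), and genes are not independent replicates. Symbols were matched without regard to case, which is not a full map of orthologs.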

Importantly, these genes were not induced in p53^−/−^ MEFs in response to DNA damage, confirming the ability of our approach to properly identify p53-regulated transcripts (Figure 2H). 

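Ankk1, a kinase gene beside the dopamine D2 receptor gene, rose in wild-type MEFs (0.168 ± 0.0202 to 8.02 ± 0.377 FPKM; log2 4.92 (SE 0.11)) and not in p53-/- MEFs (0.432 ± 0.0141 to 0.411 ± 0.0282 FPKM; -0.06 (SE 0.23), limma adjusted p = 0.837). Slc4a11 rose from 0.351 ± 0.0575 to 14.7 ± 1.21 FPKM (5.04 (SE 0.11)) in wild type and, by less, from 0.528 ± 0.0660 to 1.23 ± 0.0132 FPKM (1.09 (SE 0.18), limma adjusted p = 0.00200) in p53-/- cells. Prrg4, a membrane gene with a Gla domain, rose from 0.909 ± 0.129 to 13.3 ± 0.849 FPKM (3.74 (SE 0.10)) and, in p53-/- cells, from 0.558 ± 0.210 to 1.23 ± 0.0567 FPKM (1.05 (SE 0.25), limma adjusted p = 0.00957, a call lost without either treated library). Espn rose from 0.286 ± 0.115 to 5.03 ± 1.05 FPKM (3.76 (SE 0.25)) in wild type and fell from 0.393 ± 0.106 to 0.134 ± 0.0929 FPKM (-1.11 (SE 0.38), limma adjusted p = 0.0388) in p53-/- cells, a call lost without the expression filter, with quantile normalization and without any of 3 libraries. Cdkn1a kept a smaller rise in p53-/- cells, from 5.58 ± 0.222 to 12.0 ± 0.170 FPKM (1.10 (SE 0.06), limma adjusted p = 3.2e-05). The difference in response, wild type minus p53-/-, was 4.98 for Ankk1, 3.95 for Slc4a11, 4.88 for Espn, 2.69 for Prrg4, 1.44 for Cdkn1a and 2.62 for Mdm2, with limma adjusted p (Benjamini-Hochberg) of 1.7e-08, 5.8e-08, 9.2e-06, 6.5e-06, 2.0e-08 and 5.0e-09. All 7 genes the paper names in MEFs differ between genotypes; in p53-/- cells 3 were higher and 2 lower (the same adjusted over the list alone; median 0.02, camera adjusted p = 0.765).

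**Figure D4:**
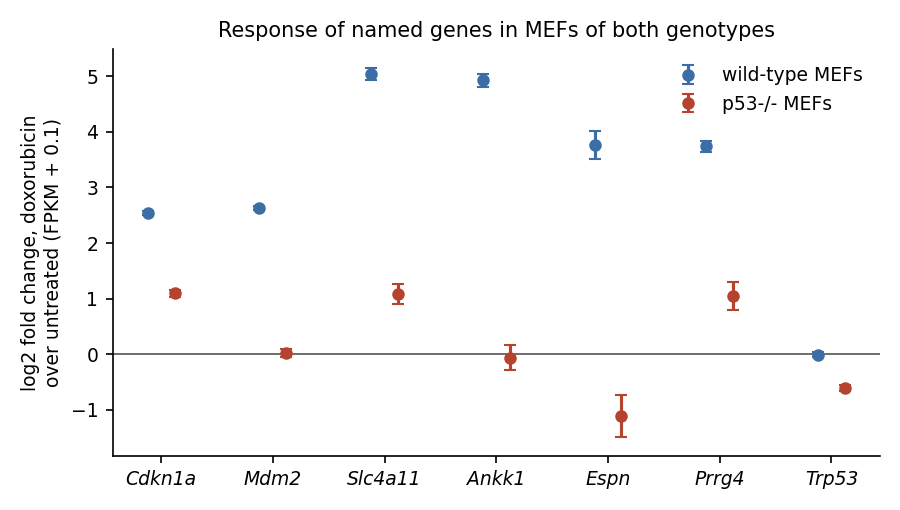
log2 fold change (doxorubicin over untreated) of Cdkn1a, Mdm2, Slc4a11, Ankk1, Espn, Prrg4 and Trp53 in wild-type (n = 3 and 3) and p53-/- MEFs (n = 2 and 2); points are limma estimates and bars are standard errors. Ankk1 is at 4.92 in wild type and -0.06 in p53-/- cells, while Slc4a11 keeps 1.09 of 5.04.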

RNA-Seq and p53 ChIP-Seq at the p21 locus (a well-known p53 target gene) and Slc4a11 locus (an ortholog of the previously described human SLC4A11) are shown in Figure 2I.

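Cdkn1a, on the plus strand at chr17:29227924-29237667 (mm9, 1-based), has 4 peaks: chr17:29215710-29216277, which is 11931 bases upstream, chr17:29226943-29228330 around the start site, and chr17:29228386-29229338 and chr17:29230468-29232219 in introns. The matching site lies just before the first base of the gene. Slc4a11, on the minus strand at chr2:130509849-130523255, has 1 peak of 623 bases in an intron, chr2:130519921-130520543, 2973 bases downstream of a start site and without a match. In the human lines the SLC4A11 peak is upstream of the gene, so the peaks of the species stand on opposite sides of a start site. Mdm2 has 4 peaks, from chr10:117146717-117147454 in an exon to chr10:117158494-117159250, which is 11058 bases upstream. Heights were not analysed here.

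**Figure D5:**
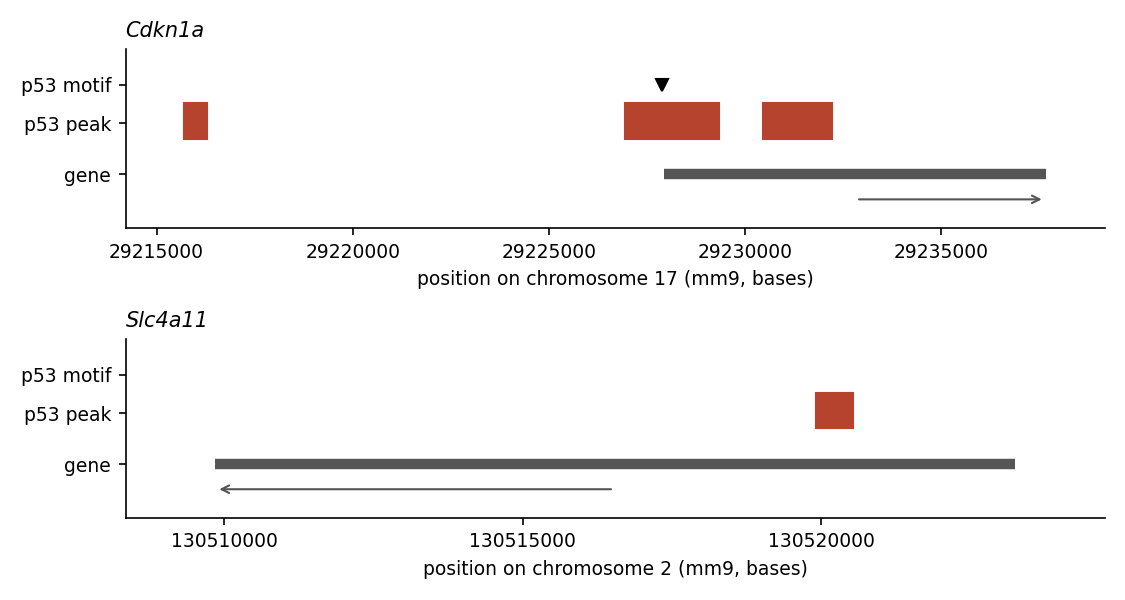
Gene bodies (bars, arrow in the direction of transcription), p53 peaks (boxes) and motif matches (triangles) along Cdkn1a on chromosome 17 and Slc4a11 on chromosome 2, position in mm9. Cdkn1a has 4 peaks, of which the pair at the start site is drawn almost touching, and Slc4a11 has 1 intronic peak without a match.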

### p53 regulates expression of many lincRNAs in response to DNA damage in primary human fibroblasts

Having characterized the protein-coding gene targets of p53 in response to DNA damage, we began evaluating p53's functional roles within the noncoding genome. We first examined the effects of DNA damage on noncoding RNA expression, specifically long intergenic noncoding RNAs (lincRNAs). To characterize the differential expression of lincRNAs in response to DNA damage we aligned the RNA-Seq data generated from human fibroblasts to our previously reported comprehensive lincRNA reference catalog (16). 

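LincRNA levels come from the same 8 human RNA-seq libraries (2 untreated and 2 treated for each of GM06170 and GM00011), which the authors quantified in FPKM against their own catalog of long intergenic noncoding RNAs. The deposited table holds 18001 lincRNAs with a name of their own. Those above 1 FPKM in at least 1 library, 2241, were tested with limma on log2(FPKM + 0.1), in a model apart from that of protein-coding genes; the paper sets the same limit. Catalog coordinates are not in the sources used here except for the lincRNAs that the paper lists as targets, so distances from peaks to all lincRNAs were not analysed here.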

Doxorubicin treatment resulted in up-regulation of 101 lincRNAs and down-regulation of 32 lincRNAs common to both cell lines (Figure 3A; Supplementary Table S1).

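More lincRNAs rose than fell. linc-KIAA1737-2 (lincRNA-2 in the paper) rose from 0.907 ± 0.121 to 13.8 ± 0.593 FPKM in GM06170 and from 0.0452 ± 0.0150 to 1.45 ± 0.0384 FPKM in GM00011, and linc-EFR3A-8 (lincRNA-13), in the interval of PVT1 beside MYC, by log2 1.97 and 2.02, while linc-IL17B (lincRNA-23) fell (-0.79 and -0.94). limma called 541 of 2241 lincRNAs higher and 248 lower in both lines, 769 and 435 in GM06170 and 656 and 347 in GM00011 (Benjamini-Hochberg, two-sided). Unadjusted p was under 0.05 in both lines for 924.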

**Figure 3.**
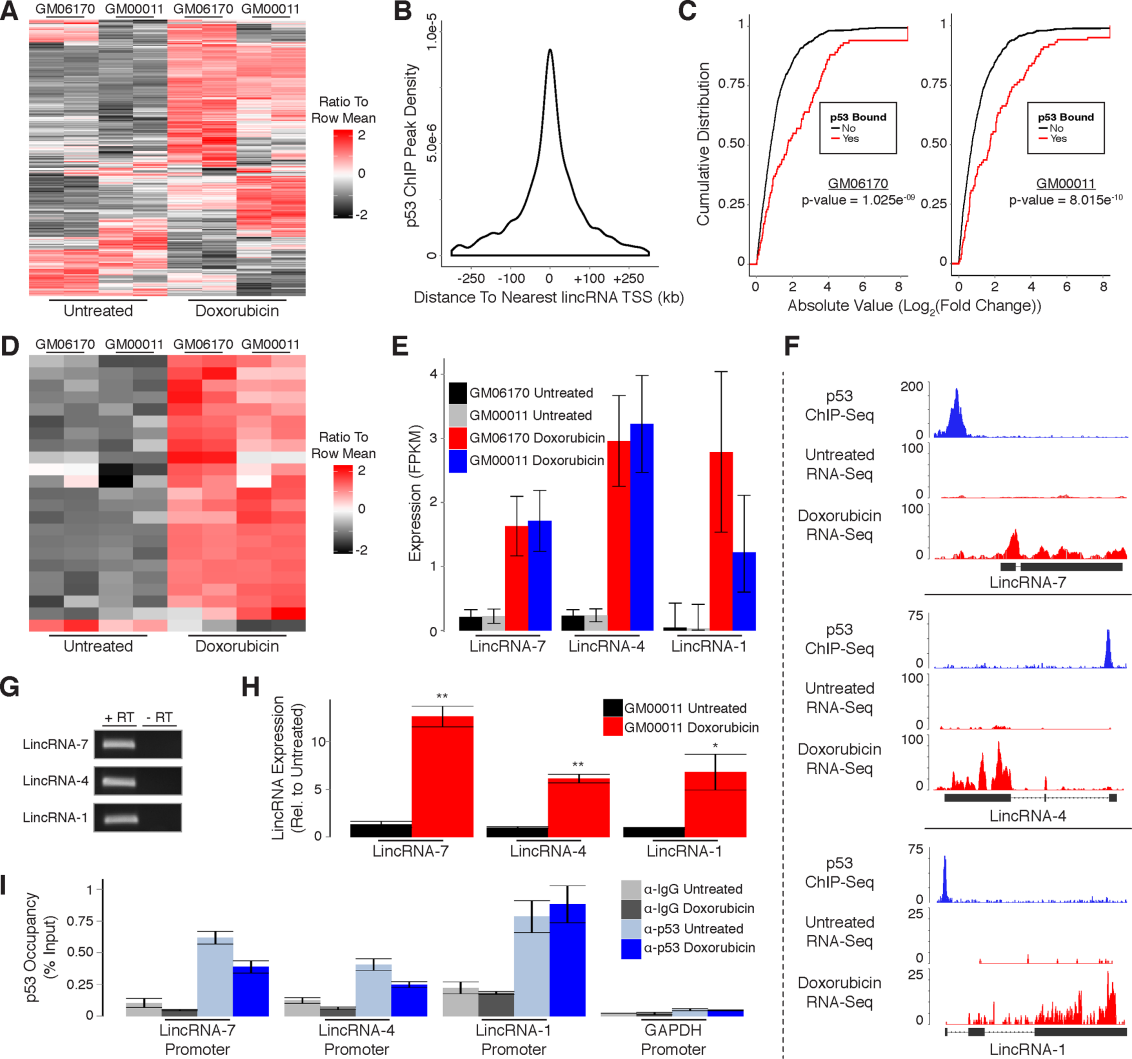
p53 regulates expression of many lincRNAs in response to DNA damage in primary human fibroblasts. (**A**) Heatmap showing differential expression of lincRNAs in response to DNA damage. (**B**) Distribution of p53 ChIP peaks relative to transcription start sites of lincRNAs. (**C**) Cumulative distribution of expression changes for all p53 bound and unbound lincRNAs in response to DNA damage. (**D**) Heatmap showing differential expression of direct p53 target lincRNAs in response to DNA damage. (**E**) RNA-Seq analysis of p53 target lincRNAs in response to DNA damage. (**F**) RNA-Seq and p53 ChIP-Seq at selected lincRNA loci. (**G**) RT-PCR detection of p53 target lincRNAs in GM00011 cells. (**H**) RT-qPCR showing induction of p53 target lincRNAs in response to DNA damage. (**I**) ChIP-qPCR analysis of p53 occupancy at lincRNA promoters in response to DNA damage. *P*-values (**3C**) were calculated using the Kolmogorov-Smirnov test. Error bars (**3H** and **3I**) indicate SEM (*n* = 3). *P*-values (**3H** and **3I**) were calculated using the two-tailed unpaired Student's *t*-test with equal variances. *P < 0.05, **P < 0.01.

We used p53 ChIP-Seq to distinguish direct target lincRNAs from those that are indirectly affected by DNA damage. In contrast to protein-coding genes, most p53 binding sites occur within 45 kb of the nearest lincRNA TSS (Figure 3B). However, to maintain consistency with our previous analysis of protein-coding gene regulation in human fibroblasts we performed all subsequent analyses with genomic regions spanning from 30 kb upstream to 30 kb downstream of TSSs for annotated lincRNAs. LincRNAs with p53 binding sites within these regions had significantly higher levels of induction/repression in response to DNA damage as compared to lincRNAs without binding sites, supporting that they are directly regulated by p53 (Figure 3C). 

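linc-CDH6-6 (lincRNA-1) had the largest rise of the listed targets in GM06170, log2 4.28 (SE 0.32), and rose by 3.31 (SE 0.32) in GM00011, and its peak chr5:27471844-27472898 (hg19, 1-based) covers the end of the transcript at chr5:27472364 and holds the site GCTTGTCTGGGCATGC. linc-CSTF2T-2 (lincRNA-3) rose by 3.36 and 3.78, linc-RAB23-1 (lincRNA-5) by 3.11 and 3.05, and linc-SPTLC1-1 (lincRNA-6) by 3.07 and 2.71. All 23 lincRNAs on the paper's list were tested, and each has its listed peak among the deposited positions. limma found 21 higher, 1 lower (linc-IL17B) and 1 not passing: linc-CROCC-2 (lincRNA-17) at 1.24 (SE 0.60, limma adjusted p = 0.12) in GM06170 and 1.84 (SE 0.60, limma adjusted p = 0.046) in GM00011. A motif match lies in the peaks of 8 of the 23, linc-EFR3A-8 and linc-JAM2-1 (lincRNA-9) included. The study chose these lincRNAs on the same samples, so their direction is not independent evidence.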

Similar to the ratio of p53 bound to unbound protein-coding genes, we identified a subset of 22 up-regulated and only 1 down-regulated lincRNA that are direct targets of p53 (Figure 3D; Supplementary Table S1; Supplementary File 1). A small fraction of the p53 binding sites associated with lincRNA regulation (3/23) were also associated with the regulation of transcripts characterized in our analysis of protein-coding genes in human fibroblasts (Supplementary File 1).

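The shared peaks are those of linc-H6PD (lincRNA-7), chr1:9241064-9242710 (hg19, 1-based) with the site ACAAGCCCAGGCAAGC, linc-SIRPG-2 (lincRNA-11), chr20:1859262-1859925, and linc-HIST1H2BN (lincRNA-15), chr6:27791427-27791851. In the paper's lists 320 peaks go with protein-coding genes, 23 with lincRNAs and 3 with both. linc-SIRPG-2 rose by log2 2.17 in GM06170 and 2.17 in GM00011, and linc-HIST1H2BN, in the histone cluster, by 1.75 and 1.99. A shared peak does not show which transcript it acts on.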

Next, we randomly selected three of the p53-regulated lincRNAs we identified for experimental validation. 

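linc-H6PD (lincRNA-7) went from 0.215 ± 0.0136 to 1.63 ± 0.0745 FPKM in GM06170 and from 0.225 ± 0.0417 to 1.72 ± 0.0782 FPKM in GM00011 (n = 2 and 2 per line; log2 2.46 and 2.49, SE 0.19). linc-TOX3-3 (lincRNA-4) went from 0.229 ± 0.0233 to 2.96 ± 0.169 FPKM and from 0.239 ± 0.00755 to 3.23 ± 0.0763 FPKM (log2 3.22 and 3.30, SE 0.14), and linc-CDH6-6 (lincRNA-1) from 0.0476 ± 0.0335 to 2.79 ± 0.735 FPKM and from 0.0342 ± 0.0226 to 1.22 ± 0.0658 FPKM. All 3 are under 0.3 FPKM in untreated cells. linc-TTC7A-1 (lincRNA-22) had the smallest rise, 0.69 in GM06170 and 1.26 in GM00011. Over the 23 target lincRNAs the median was 0.525 FPKM untreated and 3.27 FPKM treated, against 9.17 FPKM for 11429 protein-coding genes above 1 FPKM. Of all lincRNAs tested, only 2 differed in response between the lines by limma and 2 had opposite calls; how small a difference the test could find in lincRNAs was not tested. The paper takes the larger response of lincRNAs near p53 sites as support that p53 regulates them directly.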

While these lincRNAs had relatively low expression levels compared to protein-coding genes, they were reproducibly induced in both human fibroblast lines in response to DNA damage (Figure 3E; Supplementary File 1). Moreover, our RNA-Seq results closely resemble the transcript structures of the lincRNA annotations within our reference catalog (Figure 3F). To experimentally confirm the existence of these lincRNAs we extracted RNA from doxorubicin treated GM00011 fibroblasts and performed RT-PCR (Figure 3G). We then performed quantitative RT-PCR (RT-qPCR) and observed significant induction of all three lincRNAs in response to doxorubicin treatment in GM00011 fibroblasts (Figure 3H). We also quantified p53 occupancy at the promoters of all three lincRNAs using ChIP-qPCR in GM00011 fibroblasts cultured in the presence or absence of doxorubicin. Interestingly, p53 was present at each lincRNA promoter prior to doxorubicin treatment (Figure 3I). These results confirm that the lincRNAs we selected for experimental validation are regulated by p53 and suggest a model whereby p53 is actively poised at lincRNA promoters to respond to DNA damage signals. Alternatively, p53 could be actively repressing these lincRNAs in untreated cells followed by a de-repression upon DNA damage.

### Biological properties and sequence features of human p53-regulated lincRNAs

To understand the potential biological pathways associated with p53-regulated lincRNAs we performed a ‘guilt by association’ technique that correlates lincRNA and mRNA expression profiles to infer common ontological features. Briefly, we performed gene set enrichment analysis (GSEA) using the gene ontology (GO) terms for protein-coding genes that have expression patterns that are similar to each lincRNA across a compendium of tissue/cell types (21,29). Interestingly, all p53-regulated lincRNAs that were up-regulated in response to DNA damage were strongly associated with biological processes relevant to the DNA damage response, including cell cycle checkpoints and DNA repair (Figure 4A; Supplementary File 2). In contrast, the one p53-regulated lincRNA that was down-regulated (denoted by an * in Figure 4A) had negative associations with many of these processes. While the ‘guilt-by-association’ analysis is a correlation-based approach for inferring lincRNA function as opposed to a direct demonstration of function, our findings provide suggestive evidence that these lincRNAs may be involved in biological pathways relevant to the DNA damage response.

**Figure 4.**
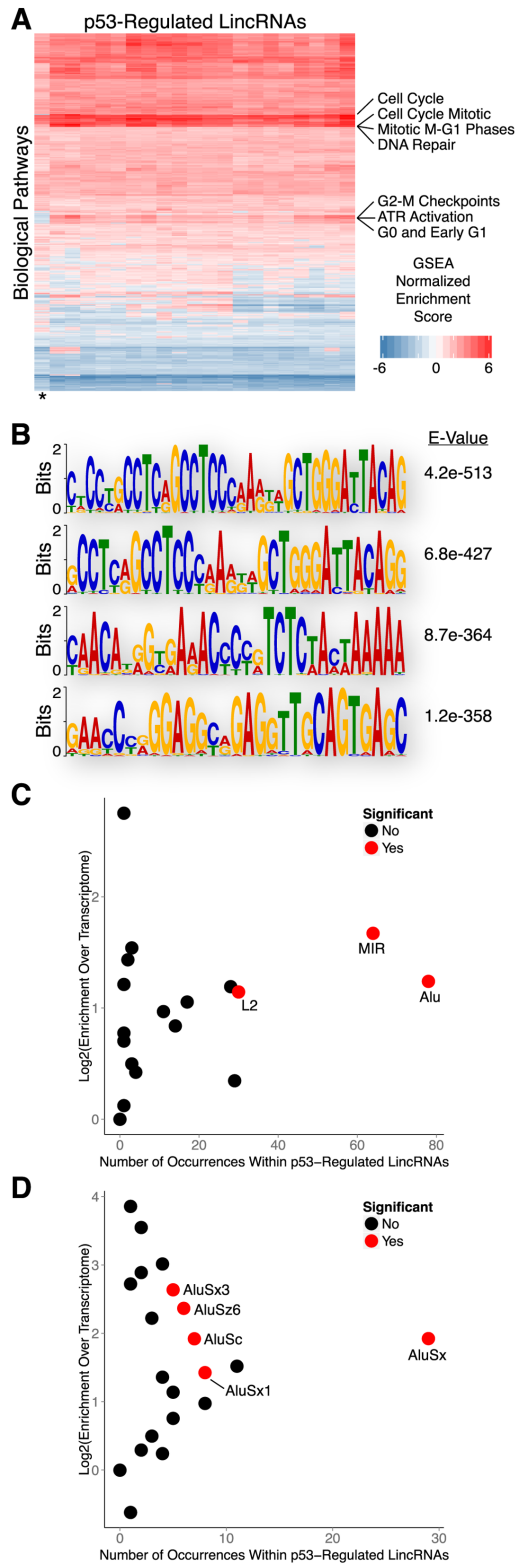
Biological properties and sequence features of human p53-regulated lincRNAs. (**A**) Guilt by association analysis of p53-regulated lincRNAs. (**B**) Sequence motif analysis of lincRNAs regulated by p53. (**C**) Enrichment analysis of transposable element families within lincRNAs regulated by p53. (**D**) Enrichment analysis of Alu family elements within lincRNAs regulated by p53.

To explore the sequence properties of p53-regulated lincRNAs that may contribute to their biological functions we performed motif analysis using MEME (22,30). We discovered several sequence motifs that were significantly enriched within lincRNA transcripts that were up-regulated in response to DNA damage (Figure 4B). However, none of the enriched motifs resembled consensus binding sequences for known RNA or DNA binding proteins. Intriguingly, all of the identified motifs reside within Alu transposable elements; no motifs were identified when repeat sequences were masked. Subsequent enrichment analysis revealed that p53-regulated lincRNAs are significantly enriched with several families of transposable elements (TEs) relative to the total transcriptome (Figure 4C). Collectively, TEs account for nearly 47% of the total nucleotide coverage of p53-regulated lincRNAs with Alu family elements being the most commonly represented. Further analysis of individual Alu family elements revealed AluSx as the most frequently occurring element within p53-regulated lincRNAs, however other Alu family members were also significantly enriched (Figure 4D). Comparison of p53-regulated lincRNAs to the reference lincRNA catalog, as opposed to the total transcriptome, yielded nearly identical results (Supplementary Figure S2A).

### p53 regulates expression of many lincRNAs in response to DNA damage in primary mouse embryonic fibroblasts

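Mouse lincRNAs were quantified by the authors in FPKM against a mouse catalog, in the 6 wild-type (3 untreated, 3 treated) and 4 p53-/- libraries (2 and 2). The deposited tables hold 16873 lincRNAs with a name of their own. With the limit of 1 FPKM in at least 1 library, 1638 were tested in wild type, 1515 in p53-/- cells and 1738 for a difference in response, with limma as for the human lincRNAs. Coordinates other than those of the lincRNAs listed in the paper's supplement were not used here.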

To investigate the similarities in lincRNA regulation between human and mouse we aligned the RNA-Seq data generated from mouse fibroblasts to a lincRNA reference catalog constructed using our previously described pipeline with publically available RNA-Seq data sets (16). 

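linc-Fstl4-2 (lincRNA-1 of the mouse list) rose from 0.0873 ± 0.0400 to 2.96 ± 0.266 FPKM (n = 3 and 3, log2 4.05, SE 0.19) and linc-Gpr157-1 (lincRNA-8) from 1.75 ± 0.101 to 9.82 ± 0.249 FPKM (2.42, SE 0.06), while linc-Tjp1 (lincRNA-25) fell from 4.70 ± 0.386 to 2.60 ± 0.569 FPKM (-0.85). limma called 520 of 1638 lincRNAs higher and 495 lower in wild-type MEFs (Benjamini-Hochberg, two-sided), and unadjusted p was under 0.05 for 1077. Without the limit of 1 FPKM the count of higher lincRNAs is 877. In p53-/- MEFs 251 of 1515 were higher and 313 lower, and without that limit only 35 were higher and 53 lower.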

Doxorubicin treatment resulted in up-regulation of 39 lincRNAs and down-regulation of 20 lincRNAs (Figure 5A; Supplementary Table S1). We then used p53 ChIP-Seq to differentiate direct target lincRNAs from those that are indirectly affected by DNA damage. Similar to our observations in human cells, p53 binding sites in MEFs had a wider distribution with respect to the TSS of their nearest respective lincRNA (Figure 5B). However, to remain consistent with our previously analysis of protein-coding gene regulation in MEFs we intersected p53 ChIP peaks with genomic regions spanning from 20 kb upstream to 20 kb downstream of TSSs for annotated lincRNAs. LincRNAs with p53 binding sites within these regions had significantly higher levels of induction/repression in response to DNA damage as compared to lincRNAs without binding sites (Figure 5C). In addition, lincRNAs bound by p53 (in wild-type MEFs) were not induced/repressed in p53^−/−^ MEFs, indicating that they are direct p53 targets (Figure 5C and D). 

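linc-Gpr157-1 (difference wild type minus p53-/- 2.79), linc-Fstl4-2 (3.69) and linc-Hgfac (lincRNA-2, 3.22) responded to doxorubicin with p53 and less without it. linc-Wif1-4 (lincRNA-4) still rose in p53-/- cells, from 0.404 ± 0.0145 to 2.39 ± 0.131 FPKM (log2 2.30, SE 0.11) beside 3.14 (SE 0.06) in wild type, and its neighbour linc-Wif1-3 (lincRNA-3) by 1.98 beside 3.03. linc-Bai2-2 (lincRNA-15) rose in wild type (1.10) and fell in p53-/- cells (-0.79). Of the 25 target lincRNAs, 12 pass the limit of 1 FPKM in the p53-/- table: 4 were higher, 3 lower and 5 did not pass, by limma. The response differed between genotypes for 15 of 25 (limma, Benjamini-Hochberg). With 2 samples a group, a missing call in p53-/- cells does not show that a response is absent. The paper takes the lack of response in p53-/- cells as a sign that these lincRNAs are direct p53 targets.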

Importantly, the p53-regulated lincRNAs we identified in our RNA-Seq results closely resemble the transcript structures of the lincRNA annotations within our reference catalog (Figure 5E). Relative to human cells, a similar fraction of differentially expressed lincRNAs (21 up-regulated and 4 down-regulated) was directly regulated by p53 in MEFs (Figure 5F; Supplementary Table S1; Supplementary File 1). 

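linc-Wif1-4 went from 0.842 ± 0.0424 to 8.21 ± 0.296 FPKM in wild-type MEFs, linc-Gsdmcl1-11 (lincRNA-10), in the interval of Pvt1 beside Myc, from 1.39 ± 0.627 to 7.04 ± 1.10 FPKM (log2 2.35), and linc-Myo1g (lincRNA-14) from 13.7 ± 0.358 to 39.6 ± 1.59 FPKM (1.53). Of the 25 lincRNAs that the paper lists, 21 were higher, 3 lower and 1 not passing by limma. linc-Vmn1r233-2 (lincRNA-23, -0.32), linc-C2 (lincRNA-24, -0.34) and linc-Tjp1 are the lower ones. linc-Gm20581-2 (lincRNA-22) did not pass (294 ± 61.8 to 243 ± 95.1 FPKM; -0.33, limma adjusted p = 0.39), and its peak is the widest of the list, at the pseudogene AY036118. Motif matches lie in 8 of the 25 peaks. Their median level was 0.842 FPKM untreated and 2.99 FPKM treated, and 12607 genes above 1 FPKM had a median of 10.3 FPKM. The list was chosen by the study on these samples.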

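linc-Acot7-2 (lincRNA-21) shares its peak, chr4:151539173-151540068 (mm9, 1-based), with Espn; the lincRNA was at 0 FPKM in all 3 untreated samples and at 1.25 ± 1.20 FPKM in treated ones. linc-Pla2g10 (lincRNA-13, log2 1.47), linc-Shc1-1 (lincRNA-16, 0.91), linc-Gps1 (lincRNA-18, 0.71) and linc-Calcoco2-2 (lincRNA-19, 0.60) are among the lincRNAs whose peak is also listed for a gene. linc-Gps1 rose alike in p53-/- cells (0.66; difference 0.05, limma adjusted p = 0.776). The paper's lists hold 648 peaks for genes, 25 for lincRNAs and 665 for either.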

A subset of the p53 binding sites associated with lincRNA regulation (8/25) were also associated with the regulation of transcripts characterized in our analysis of protein-coding genes in MEFs (Supplementary File 1).

**Figure 5.**
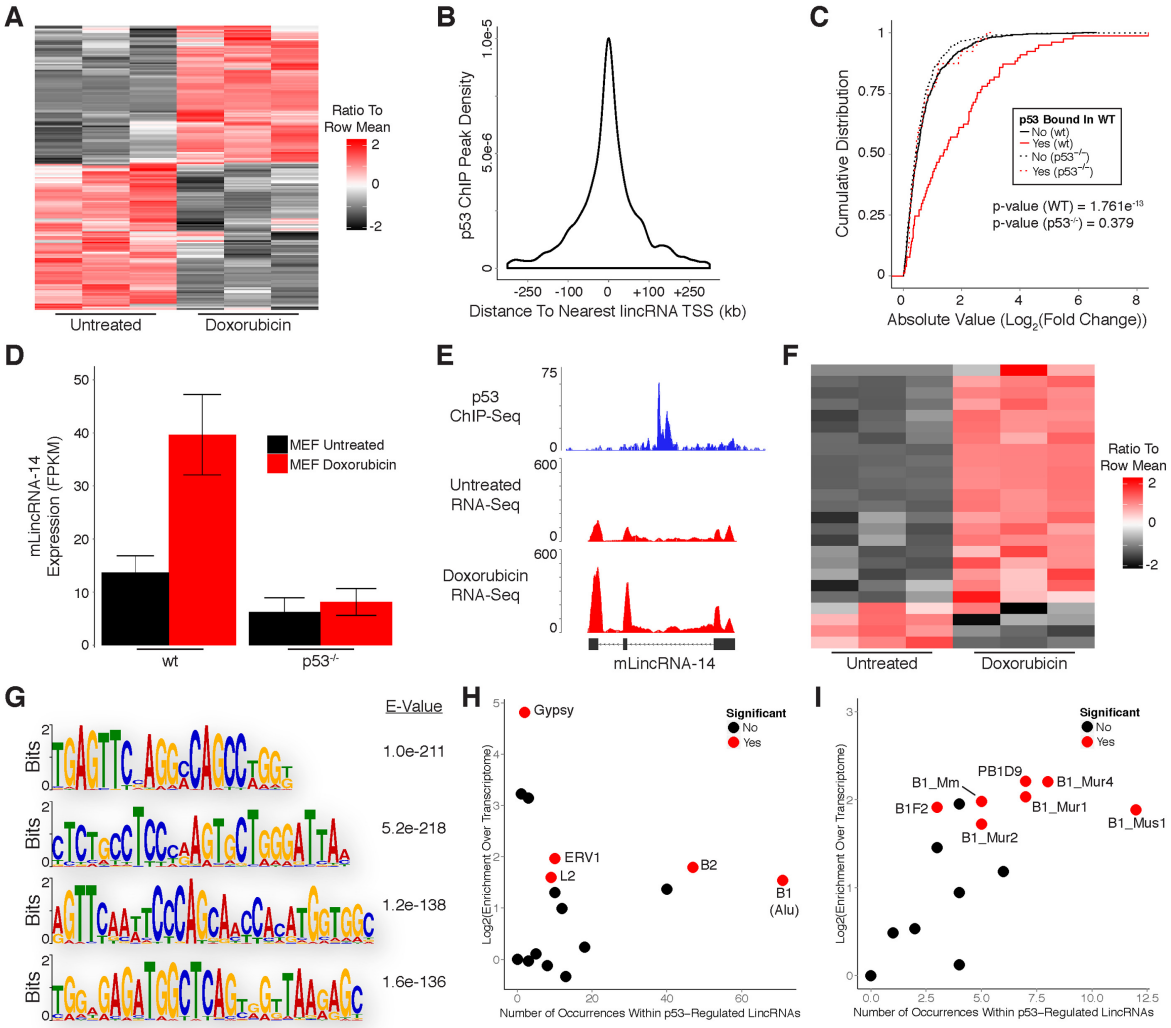
p53 regulates expression of many lincRNAs in response to DNA damage in primary mouse embryonic fibroblasts. (**A**) Heatmap showing differential expression of lincRNAs in response to DNA damage. (**B**) Distribution of p53 ChIP peaks relative to transcription start sites of lincRNAs. (**C**) Cumulative distribution of expression changes for all p53 bound and unbound lincRNAs in response to DNA damage in wild-type and p53^−/−^ primary MEFs. (**D**) RNA-Seq analysis of a p53 target lincRNA in response to DNA damage in wild-type and p53^−/−^ primary MEFs. (**E**) RNA-Seq and p53 ChIP-Seq at selected lincRNA locus. (**F**) Heatmap showing differential expression of direct p53 target lincRNAs in response to DNA damage. (**G**) Sequence motif analysis of lincRNAs regulated by p53. (**H**) Enrichment analysis of transposable element families within lincRNAs regulated by p53. (**I**) Enrichment analysis of B1 family elements within lincRNAs regulated by p53. *P*-values (**5C**) were calculated using the Kolmogorov-Smirnov test.

We next searched for sequence motifs that are enriched within the subset of p53-regulated lincRNA transcripts that were up-regulated in response to DNA damage in MEFs. Using MEME we identified several significantly enriched motifs (Figure 5G). There were no obvious similarities between motifs found in human and mouse at the nucleotide level, but many of the motifs identified in mouse lincRNAs occur within B1 TEs which share ancestral history with human Alu elements (31). Enrichment analysis revealed that B1 elements are the most prevalent TE family found within p53-regulated lincRNAs and are significantly enriched relative to the total transcriptome (Figure 5H). The most frequently occurring member of the B1 family was Mus1, although several additional B1 family members were also significantly enriched (Figure 5I). Comparison of p53-regulated lincRNAs to the reference lincRNA catalog, as opposed to the total transcriptome, yielded highly similar results (Supplementary Figure S2B).

### p53 binding occurs predominantly within enhancer regions in primary human fibroblasts

Following our analysis of p53-regulated mRNAs and lincRNAs we found that the majority of p53 binding sites were not associated with direct transcriptional regulation. Only 12.9% (340/2638) of p53 binding sites in human fibroblasts were associated with regulation of nearby transcripts despite our use of large regulatory windows spanning from 30 kb upstream to 30 kb downstream of TSSs. These observations suggest that p53 may have alternative functions within the noncoding genome. 

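Peaks beside BTG2, GDF15 or linc-CDH6-6 are among those with a changed transcript nearby, and most others are not. All 340 peaks of the paper's lists, 320 for genes and 23 for lincRNAs, are in the deposited positions. With the calls made here, 636 peaks (24.1%) lie within 30 kb of a gene that changed in both lines, and 1011 (38.3%) lie near any gene that was tested, so for the others no tested protein-coding gene was in reach. Peaks near a changed gene had a motif match in 31.4% of cases and other peaks in 40.8%, and peaks near any tested gene in 31.0% against 43.2%, so the lower share is not particular to changed genes. In MEFs 1001 of 3100 peaks (32.3%) lie within 20 kb of a changed gene, 795 near a higher and 288 near a lower one, and the paper's lists cover 665 (21.5%). A window on the linear chromosome misses contacts over longer distances.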

The recent development of chromatin state maps has been instrumental in deciphering the regulatory characteristics of genomic regions (32,33). Briefly, chromatin state maps utilize combinatorial patterns of histone modifications to infer the regulatory capacity of genomic elements. We reasoned that these maps could be used to determine the functional importance of p53 binding sites.

To generate a chromatin state map for our analysis we intersected state maps from two independent foreskin fibroblast samples. In addition, we utilized maps from cell types that are functionally distinct from fibroblasts to identify states that are common to a variety of cell types and further increase the stringency of our approach. Because the human fibroblast cell lines in our study were both isolated from fetal skin tissue, we chose maps from keratinocyte lines including normal human epidermal keratinocytes (NHEKs) and two independent foreskin keratinocyte samples. The hybrid chromatin state map used in our study was restricted to genomic regions that have the same predicted chromatin state across all of the aforementioned samples.

We intersected our experimentally determined p53 binding sites identified using ChIP-Seq with the hybrid chromatin state map and made two notable observations. 

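Chromatin states were taken from the paper's supplementary list of peaks by state for human fibroblasts, of which 3 states are not in the copy used here. The active enhancer state holds 254 of 2638 peaks (9.63%), such as those in LINC01483 and in an intron of TMEM217, and active start sites hold 82 (3.11%). Start-site flanks hold 65, genic enhancers 20, transcription flanks 17, heterochromatin 18, bivalent flanks 5 and zinc-finger repeats 2. In all, 522 peaks (19.8%) overlap at least 1 of the listed states. Counting only overlaps of at least 50.0% of the peak or of the state segment gives 190 peaks in enhancers and 51 at start sites. Enhancer peaks had a motif match in 79 of 254 cases (31.1%), start-site peaks in 15 of 82 (18.3%; Fisher's exact test, two-sided, p = 0.0243) and peaks in none of the listed states in 851 of 2116 (40.2%; exact p = 0.00523 against enhancers). Median distance to a protein-coding start site was 38523.5 bases for enhancer peaks and 405.5 for start-site peaks. The share of the genome in each state was not analysed here, so no enrichment was computed.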

First, we found that enhancers are among the most common regulatory element in which p53 binding sites occur (Figure 6A; Supplementary File 3). 

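Weakly transcribed chromatin holds 63 peaks (2.39%) and strongly transcribed chromatin 23. With an overlap of at least 50.0% of the peak or of the state segment, 25 and 8 remain. The peaks in weak transcription had a motif match in 20 cases (31.7%) and a median distance of 21331 bases from a protein-coding start site. With the stricter overlap 4 of 25 had a match (16.0%), and 63 of 190 in enhancers (33.2%); the difference was not tested. Of 18 peaks in heterochromatin, 14 had a match. The state sizes in bases are not given in the sources used here.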

Binding sites are much less frequent in regions of weak transcription, a state that covers 10 times more genomic space than enhancers in our map annotations (Figure 6A). These findings demonstrate that our observations are not a function of the genomic space covered by individual states. Second, p53 binding sites are significantly enriched within enhancer elements when compared to genomic background (Figure 6A). Collectively, these observations indicate that recognition of enhancer elements is a predominant feature of p53 in response to DNA damage.

**Figure 6.**
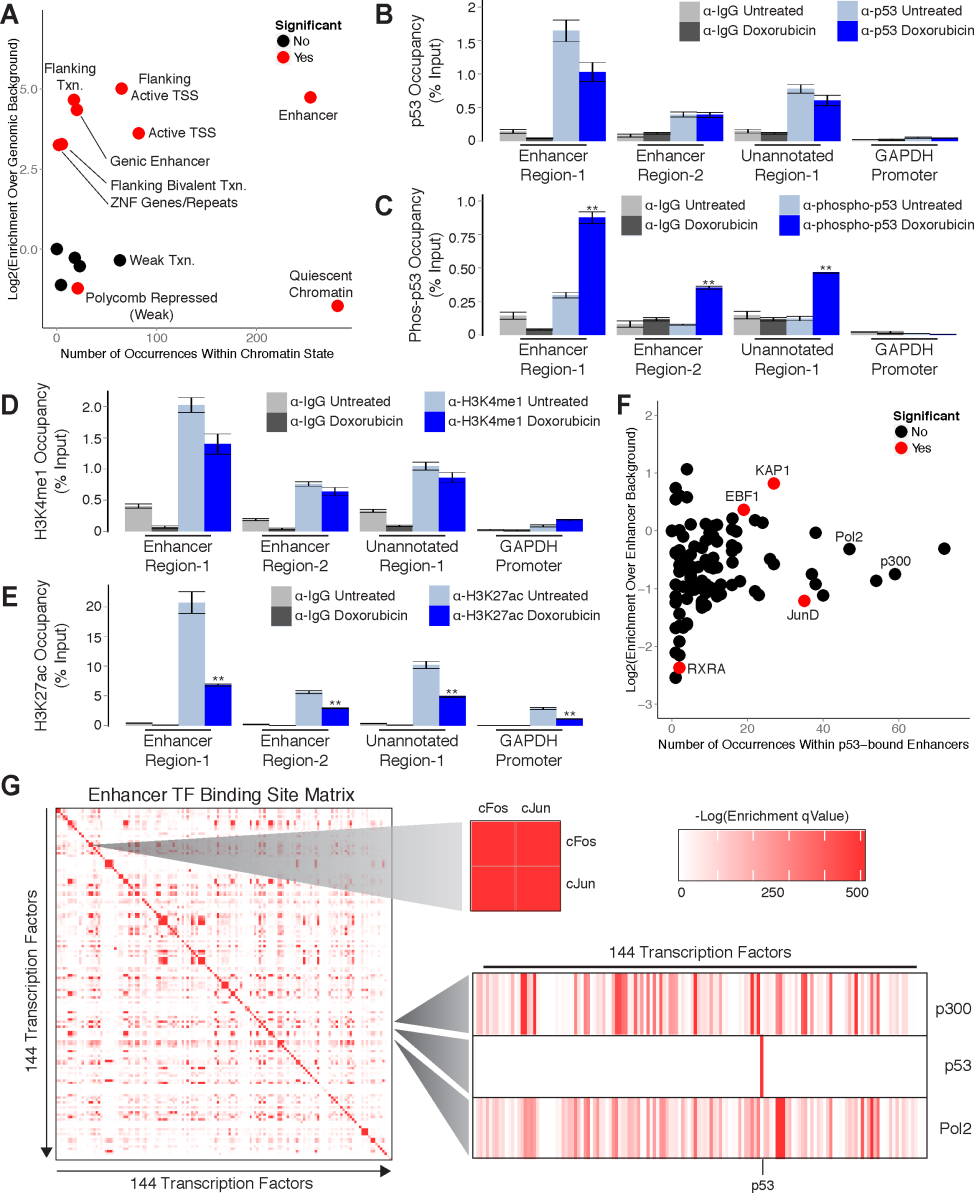
p53 regulation occurs predominantly within enhancer regions in primary human fibroblasts. (**A**) Enrichment analysis of p53 binding sites within annotated chromatin states. (**B**-**E**) ChIP-qPCR analysis of (**B**) p53, (**C**) phospho-p53, (**D**) H3K4me1 and (**E**) H3K27ac at enhancers in response to DNA damage. (**F**) Enrichment analysis of transcription factor binding sites within p53-bound enhancers. (**G**) Global analysis of transcription factor binding site co-occurrence significance within annotated enhancers. Error bars (**6B**, **6C**, **6D** and **6E**) indicate SEM (*n* = 3). *P*-values (**6B**, **6C**, **6D** and **6E**) were calculated using the two-tailed unpaired Student's *t*-test with equal variances. **P < 0.01.

To validate the role of p53 in enhancer regulation we selected three genomic regions to interrogate using ChIP-qPCR. We termed these regions ‘Enhancer Region-1’ (chr17:67,603,115–67,604,105), ‘Enhancer Region-2’ (chr6:37,212,381–37,213,509) and ‘Unannotated Region-1’ (chr9:84,635,978–84,636,899). Of these regions, ‘Enhancer Region-1’ and ‘Enhancer Region-2’ were annotated as enhancers in our chromatin state map. In contrast, ‘Unannotated Region-1’ was not represented in our state map and was selected to explore the potential functions of p53 binding sites outside of our annotated chromatin states. 

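Enhancer Region-1 is chr17:67603116-67604105 (hg19, 1-based; 990 bases) in the noncoding gene LINC01483, 105040 bases from the start site of MAP2K6, a stress-activated kinase gene. It holds the p53 site GCATGTCAGAACATGC at chr17:67603512-67603527. Enhancer Region-2 is chr6:37212382-37213509 (1128 bases) in an intron of TMEM217, 12430 bases from a protein-coding start site, with the site GCTAGCCTAGACATGT at chr6:37212755-37212770. Unannotated Region-1, chr9:84635979-84636899 (921 bases), is in none of the listed states and lies 32751 bases from SPATA31D1, with the site GCTAGCCCAGGCATGT at chr9:84636329-84636344. GC content is 39.9, 46.5 and 37.8%. The paper's own peak intensities for the enhancer regions are 86.1 and 28.2 FPKM, at 7.10 and 5.03 over input. All of the regions are peaks found in both lines, from 1 sample each.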

We first quantified p53 occupancy within these regions in GM00011 fibroblasts cultured in the presence or absence doxorubicin. We were able to detect p53 binding at all three regions in both untreated and doxorubicin treated fibroblasts (Figure 6B). These results suggest that, similar to lincRNA promoters, p53 is actively poised at these sites to respond to DNA damage signals. To test this hypothesis we performed ChIP-qPCR with antibodies against an activated form of p53 that has been phosphorylated at the N-terminal serine-15 (34,35). In response to doxorubicin treatment we observed significant enrichment of activated p53 at all three sites (Figure 6C). These findings confirm that p53 is poised for activation at the examined regions and further indicate that the p53 binding sites identified in this study are actively responding to DNA damage signals.

To verify that the regions we selected for investigation are actually enhancers we next evaluated their local chromatin environment. More specifically, we performed ChIP-qPCR with antibodies that recognize mono-methylated histone-3-lysine-4 (H3K4me1), a hallmark chromatin signature of enhancer activity (36). We detected the presence of H3K4me1 at all three regions in both untreated and doxorubicin treated fibroblasts (Figure 6D). These results confirm that both ‘Enhancer Region-1’ and ‘Enhancer Region-2’ are correctly annotated as enhancers in our chromatin state map. Furthermore, they identify ‘Unannotated Region-1’ as an enhancer and indicate that many of the p53 binding sites that do not overlap regions annotated in our state map may also function at enhancers. To determine if ‘Enhancer Region-1’, ‘Enhancer Region-2’ and ‘Unannotated Region-1’ are functional enhancers in GM00011 fibroblasts we quantified the levels of histone-3-lysine-27 acetylation, a chromatin signature of active enhancers, present at these regions (37). We found that all three regions were marked by H3K27 acetylation in both untreated and doxorubicin treated fibroblasts (Figure 6E). Interestingly, we observed a significant decrease in H3K27 acetylation in response to doxorubicin treatment (Figure 6E). Collectively, these results indicate that p53 binds to functional enhancers and may modulate their regulatory activity.

Enhancers are regulatory elements that influence gene transcription from distant genomic locations (38–41). One hallmark of enhancers is the presence of multiple transcription factor (TF) binding sites that provide a platform for combinatorial gene regulation by multiple factors (42–44). To determine if p53 functions in concert with additional TFs we evaluated TF occupancy within p53-bound enhancers. Using publically available ChIP-Seq data sets collected from a variety of cell types we found that binding sites for several TFs are enriched within p53-bound enhancers relative to all annotated enhancers (Figure 6F). Included within the list of significantly enriched factors is the transcriptional repressor KAP1 which has been previously shown to interact with p53 (45–47). RNA Polymerase II and p300 are among the most frequently occurring factors within p53-bound enhancers, but their occupancy is a general property of enhancer elements explaining their lack of enrichment. Other factors, such as JunD which has been shown to function in opposition to p53, are significantly depleted from p53-bound enhancers (48).

To determine how the enrichment of TFs within p53-bound enhancers compares with global TF co-occupancy we assessed the significance of transcription factor binding site co-occurrence between all factors within all annotated enhancer elements. Intriguingly, p53 is among the few TFs that display no significant co-occurrence with any other factors (Figure 6G). In contrast, binding site co-occurrence of the well-characterized interacting factors cFos and cJun is highly significant. These results suggest that, while specific TFs are significantly enriched within p53-bound enhancers, the co-occurrence of binding sites for these factors is not a distinguishing characteristic of enhancers bound by p53. This observation implies that recognition of enhancers by p53 is not strongly influenced by or dependent on additional TFs and that p53 may have the capacity to act alone as a dominant regulator of enhancer activity.

### p53 binding occurs predominantly within enhancer regions in primary mouse embryonic fibroblasts

The significant enrichment of p53 binding sites within enhancer elements in human fibroblasts prompted us to investigate the relationship between p53 and enhancers in the DNA damage response in mouse fibroblasts. Chromatin state maps have not yet been generated for the mouse genome, however several ChIP-Seq data sets are available that can serve as viable alternatives for inferring chromatin states. We selected ChIP-Seq data generated by the Ludwig Institute for Cancer Research (LICR) as they provided the most comprehensive list of histone and TF ChIP-Seq profiles relevant to our study (49). Included in this list were histone-3-lysine-27-acetlyation (H3K27ac; indicating general regulatory elements), histone-3-lysine-4-monomethylation (H3K4me1; indicating enhancer elements), histone-3-lysine-4-trimethylation (H3K4me3; indicating active promoters), histone-3-lysine-9-acetylation (H3K9ac; indicating active promoters), histone-3-lysine-27-trimethylation (H3K27me3; indicating repressed chromatin) and histone-3-lysine-36-trimethylation (H3K36me3; indicating gene bodies) for heart tissue and embryonic stem cells. In addition, ChIP-Seq profiles for RNA Polymerase II and p300 were available for these cell types. We included histone ChIP-Seq profiles generated from MEFs in our analyses, but corresponding data for p300 were not available in these cells.

We intersected our experimentally determined p53 binding sites from MEFs with the LICR histone ChIP-Seq profiles and found that, similar to human cells, p53 binding occurs most frequently within enhancer (H3K4me1) regions (Figure 7A). Furthermore, enrichment of binding sites within enhancers is comparable to active promoters (H3K4me3 and H3K9ac). Binding sites are most highly enriched within general regulatory regions (H3K27ac), which are inclusive of both active promoters and enhancers. Conversely, enrichment of binding sites within regions of repressed chromatin (H3K27me3) and gene bodies (H3K36me3) was not significant. Collectively, these findings suggest that the prevalence of enhancer recognition by p53 is conserved across mammals.

**Figure 7.**
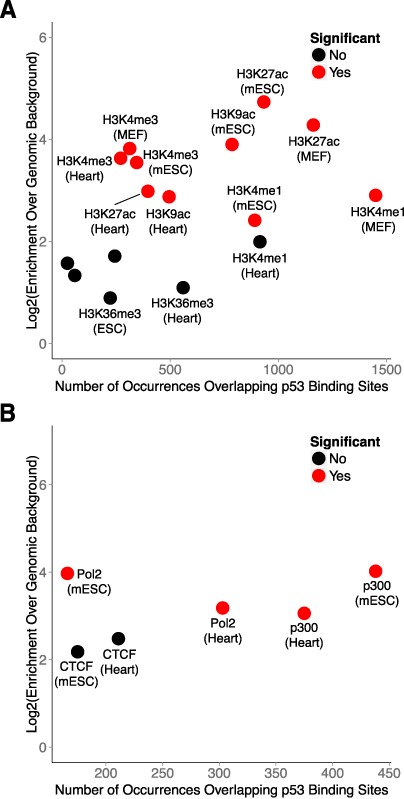
p53 regulation occurs predominantly within enhancer-like regions in primary mouse embryonic fibroblasts. (**A**) Enrichment analysis of p53 binding sites within modified chromatin across several mouse cell types. (**B)** Enrichment analysis of transcription factor co-occurrence with p53 binding sites across several mouse cell types.

We next intersected p53 binding sites with the LICR TF ChIP-Seq profiles and observed that binding occurs most frequently in regions associated with p300, a hallmark enhancer-binding protein (Figure 7B). Moreover, the enrichment of binding sites within p300-associated regions is equivalent to RNA Polymerase II-associated regions when compared to genomic background. We observed no significant enrichment of p53 binding sites within CTCF-associated regions, which typically demarcate insulator elements. These findings demonstrate the selectivity of p53 for enhancers as compared to other regulatory elements.

## DISCUSSION

Direct transcriptional regulation of protein-coding genes by p53 in response to DNA damage has been studied for more than 20 years. The application of genome-scale approaches has been particularly useful in elucidating novel aspects of global gene regulation within the p53 network. However, improved genomic technologies/methodologies as well as advances in our understanding of genome regulation provide an opportunity to perform an updated assessment of p53 functions throughout the genome. Here, we have utilized a systematic approach that integrates transcriptome-wide differential expression analysis with genome-wide p53 binding profiles in orthologous human and mouse fibroblast models and have identified many previously unappreciated transcriptional targets of p53. Moreover, we have incorporated the use of chromatin state maps along with additional transcription factor binding profiles and characterized the regulatory properties of p53 binding sites within noncoding regions of the genome.

Alongside canonical p53 targets, our analysis identified a large number of protein-coding genes that were not previously characterized as direct targets of p53 (24,26,50–53). Importantly, our study was performed in primary fibroblasts and the p53 target genes we have identified may represent constituents of the DNA damage response that become improperly regulated in cancer. The majority of these genes displayed relatively low expression, which might also explain why they have eluded detection in previous studies that utilized less sensitive methods. Despite their low expression, regulation by p53 for many of these underappreciated targets is conserved between human and mouse suggesting that they may be important components of the p53 response to DNA damage. Future experimental validation will be necessary to characterize the functional roles of these genes in the DNA damage response.

In addition to protein-coding genes, our analysis identified several lincRNAs that are direct transcriptional targets of p53 in both mouse and human. In contrast to protein-coding genes, we did not find detectable orthology between p53-regulated lincRNAs in human and mouse with respect to either sequence composition or shared synteny. However, there were commonalities in the sequence properties of p53-regulated lincRNAs between species. Specifically, p53-regulated lincRNAs are significantly enriched with Alu TEs in human and the related B1 TEs in mouse. Enrichment of Alu TEs is a distinguishing feature of p53-regulated lincRNAs as previous studies have described a depletion of these elements within lincRNAs in general (54). Alu TEs have been implicated in gene regulation through various mechanisms. For example, Alu elements are enriched within the promoter regions of genes involved in cell proliferation and contain binding sites for multiple TFs that regulate gene expression (55,56). LincRNAs containing Alu sequences could plausibly sequester Alu-binding TFs and inhibit cell proliferation in response to DNA damage (57). Alternatively, noncoding RNAs containing Alu sequences can hybridize to complementary Alu sequences within 3′-untranslated regions (3′ UTRs) of protein-coding transcripts and recruit proteins that induce mRNA decay (58). Alu elements are enriched in 3′ UTRs of transcripts that encode proteins involved in metabolism and signal transduction, making these mRNAs relevant targets for degradation in response to DNA damage (59). Detailed investigation of individual lincRNAs will be required to test these possibilities.

Perhaps the most pronounced observation in our study was the prevalence of p53 binding sites within regulatory enhancer elements. Although recent experimental reports have demonstrated that p53 has the capacity to regulate gene expression through recognition of enhancer elements, the widespread nature of p53 binding to enhancers has not been previously characterized (13,14,60,61). Here, we provide strong evidence that enhancer recognition is actually a predominant feature of the p53 response to DNA damage. The generally accepted capacity of p53 to influence gene expression over large genomic distances is a hallmark attribute of enhancers and strongly supports our observations.

Recognition of enhancer elements by p53 could result in diverse functional outcomes. Two recent reports have characterized individual p53-bound enhancers that interact with distal genes via chromosomal looping and induce gene expression (13,14). In contrast, a study in mouse embryonic stem cells revealed that p53 inhibits the expression of core transcription factors by binding and interfering with the activity of distal enhancers (60). The ability of p53 to inhibit enhancer activity is especially intriguing given our observation that p53-bound enhancers are significantly enriched with KAP1 interacting sites. KAP1 is a transcriptional repressor that interacts with chromatin modifiers and orchestrates heterochromatin formation (62,63). KAP1 binding is typically associated with H3K9-trimethylation, a repressive mark that has been shown to regulate enhancer activity (64). Interestingly, KAP1 lacks a clear DNA binding domain and requires additional factors for recruitment to its targets. Interactions between p53 and KAP1 have been reported, supporting the hypothesis that KAP1 may be an important factor in enhancer repression by p53 (45–47). Although KAP1 is expressed in the fibroblast lines used in this study, we were unable to identify ChIP-grade antibodies despite repeated attempts. Nevertheless, our observation of decreased H3K27 acetylation at p53-bound enhancers in doxorubicin treated fibroblasts is consistent with a potential role for p53 in enhancer repression.

In conclusion, our findings have provided new insight into p53 biology and expanded our understanding of genome regulation by p53. In addition to its roles in the DNA damage response, p53 is an integral component of normal cellular differentiation and development (65). Enhancer regulation by p53 is likely a key factor in these processes as well, a hypothesis that is supported by our finding that p53 binding is significantly enriched within enhancer regions in mouse embryonic stem cells (Figure 7A and B). Furthermore, the biological necessity of p53 has been experimentally validated in organisms as primitive as the sea anemone and it will be interesting to evaluate the prevalence of enhancer regulation by p53 throughout evolution (66).

## ACCESSION NUMBERS

The Gene Expression Omnibus accession number for the RNA-Seq and ChIP-Seq data reported in this paper is GSE55727.

## SUPPLEMENTARY DATA

Supplementary Data are available at NAR Online.

SUPPLEMENTARY DATA

# Supplementary material for: Integrative genomic analysis reveals widespread enhancer regulation by p53 in response to DNA damage
**Source:** Nucleic Acids Res. 2015 Apr 16;43(9):4447–62. doi: 10.1093/nar/gkv284
**Supplement:** SUPPLEMENTARY DATA

Integrative genomic analysis reveals widespread enhancer regulation by p53 in response to DNA damage — SUPPLEMENTARY DATA 

# Integrative genomic analysis reveals widespread enhancer regulation by p53 in response to DNA damage

## SUPPLEMENTARY DATA

**Files in this Data Supplement:**

- SUPPLEMENTARY DATA
- SUPPLEMENTARY DATA
- SUPPLEMENTARY DATA
- SUPPLEMENTARY DATA

How the deposited data were processed for this re-analysis (not part of the article)

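Data. The study's deposited tables cover 24 samples: 18 RNA-seq libraries (GM06170 and GM00011 fibroblasts, 2 untreated and 2 doxorubicin-treated each; wild-type MEFs, 3 and 3; p53-/- MEFs, 2 and 2) and 6 ChIP-seq libraries (1 p53 and 1 input each for GM06170, GM00011 and MEFs). The dose is 0.2 µg/ml. Human samples were treated for 12 h; wild-type MEF RNA and the MEF ChIP are 6 h in the paper and 12 h in the labels, and p53-/- MEFs are 6 h in both.

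The RNA-seq values are FPKM, a measure of fragments scaled for transcript length and library size, which the authors made with TopHat2 2.0 and Cuffdiff 2.0 or 2.1 on hg19 and mm9, against UCSC genes and their lincRNA catalogs, and deposited as 1 table each for the human lines, wild-type MEFs and p53-/- MEFs. The ChIP-seq values are peak positions, which the authors made with Bowtie2 2.0, Scripture and Cuffdiff against input and deposited without scores, as peaks common to both human lines and as peaks of the MEFs. Reads were not processed here, so the mapping and the scaling of the libraries are those of the deposited files. Cuffdiff's own test needs fragment counts and their assignment to isoforms, and was not repeated.

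Expression. Python 3.11.15 (numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0, matplotlib 3.10.9) and R 4.3.3 (limma 3.58.1, statmod 1.5.0) were used. Every column was matched through its header to a group of samples, and 0 columns of values stayed unmatched; headers do not show which library of the group a column holds, so replicate numbers follow the order of the columns. Table entries without a gene name were left out, the entry with the highest mean was kept where entries share a gene name, and lincRNAs that share a name were left out. FPKM were used as deposited and put on a log2(FPKM + 0.1) scale. Genes were tested when above 0 in at least 1 library and in the top 75% by mean FPKM, and lincRNAs when above 1 FPKM in at least 1 library. limma was fitted per table with an intensity trend and robust variances; the human model has a mean for each line and treatment. p-values are two-sided and adjusted by Benjamini-Hochberg within each comparison, with a limit of 0.05. A human gene is called when it passes in both lines in the same direction. Responses were compared between lines within the human table; for MEFs the untreated-to-treated change was taken within each genotype and the changes were compared in a joint fit, while levels were not compared across tables, except for Trp53 as a check of the genotype label and for the share of the wild-type FPKM increase that bound genes show in p53-/- cells.

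Depth and precision. FPKM do not give the number of fragments. The ratio of the lowest values (under 0.15 FPKM) between libraries gave a relative depth, and correlations between samples of a group gave the spread. Libraries simulated from the fitted means and limma's moderated variances, with 200 planted changes per comparison, tested the fit, and all scripts were tested on simulated data with known answers before use. The planted changes are far fewer than the genes called, so the rates of recovery and of false calls do not carry over to the real libraries. Samples carry replicate numbers; whether these pair untreated with treated samples was checked on the columns in order and stays open, and the samples were fitted as unpaired.

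Gene lists. The lists were written before any value was looked at: p53 arrest and feedback, p53 apoptosis, p53 DNA repair and metabolism, mitosis, DNA replication, immediate early, inflammatory secreted factors, interferon-stimulated, fibroblast matrix, cholesterol synthesis, unfolded protein and heat shock, replication-dependent histones, keratinocyte and epithelial markers, endothelial markers, macrophage and blood cell markers, muscle and neural markers, and the paper-named genes. Each was counted with adjustment over all genes tested and adjusted over the list alone. camera from limma compared each list with all other genes at its preset correlation and with an estimated correlation, and fry tested each list by itself. A further list of 18 macrophage genes and a list of other blood-cell genes were added after the first look, to follow macrophage transcripts in the MEF cultures. Genes named in the text are those the paper names, the 10 with the largest rise and the 10 with the largest fall in each comparison (at least 1 FPKM in a group, and all treated libraries beyond all untreated ones), and up to 4 members of each list with the smallest adjusted p; the exceptions are genes named for a peak or a place on a chromosome, for a response shared by both species, or for the highest level in a list (SPARC, Lyz2, Cd52), DNAJB9 and FN1, named after their values were seen, and names that stand for overlapping or doubtful loci, which were passed over.

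Binding. Start sites are 5′ ends of protein-coding transcripts in GENCODE v44 lifted to GRCh37 and GENCODE vM1 on NCBIM37, joined by symbol. A gene is bound when a peak lies within 30 kb (human) or 20 kb (mouse) of a start site. Bound and unbound genes were compared by permutation (100000 shuffles) of the median absolute log2 change, and by Fisher's exact test of calls; unbound genes matched on mean expression served as a further comparison. Peak distances were compared with 100 random placements on the same chromosomes. The paper's motif pattern, with a spacer of 2 to 4 bases, was searched on both strands in each peak and in a flank of the same width, and compared by an exact binomial test on peaks where only 1 of the pair matches. Shares of peaks have Wilson 95% intervals; medians have bootstrap intervals (10000 draws). Consistency between lines was compared with 10000 matched lists. Chromatin states and target lists were read from the paper's supplement.

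Alternatives. Pseudocounts of 0.01 and 1, no filter, a mean of at least 1 FPKM, libraries set to the same median, quantile normalization, no trend, a 2-fold limit, a replicate block, each library left out in turn, windows of 10 and 100 kb, the peak midpoint, other motif settings, untreated libraries for levels, and only entries with protein-coding symbols were run; the last was added after the data were seen.

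Left out. Reads and qPCR were not analysed here, since no values for them are in the tables. Peak heights are not in the deposited lists, and only the paper's own intensities for the enhancer regions are given. Distances to all lincRNAs and the enrichment of chromatin states were left out for want of catalog coordinates and of the state map. Genes whose level could show a person's sex were kept out of all results.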

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

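The tests of wild-type cells in the p53-/- cultures, of remaining p53 activity and of macrophages were written after the first fits but before their own results were seen, the macrophage test after other macrophage markers had been seen; those of scaling, dividing cells, tables and random splits were chosen after the results were seen.

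Some p53-bound genes that rise in wild-type MEFs also rise in p53-/- MEFs: of 280 bound genes at least 2-fold higher in wild type, 126 (45.0%) were higher without p53, Cdkn1a and Slc4a11 among them. Wild-type cells in the p53-/- cultures are unlikely as the whole cause, since 47 of the 280 (16.8%) were lower there and the median share of the wild-type FPKM increase was 5.54% (quartiles -3.35 to 24.3). As a test of p53 activity left in the cells, bound genes were set against unbound genes matched on the wild-type change. Bound genes rose less (medians 0.14 and 0.32, difference -0.18, bootstrap interval -0.23 to -0.13), where such activity was predicted to make them rise more. However, unbound genes include genes that respond without p53, so they can rise more whether or not activity is left. The comparison therefore cannot decide on remaining p53 activity. Scaling is unlikely as the cause, as the median of bound genes is 0.12 with libraries set to the same median and 0.14 as deposited. What raises these genes in p53-/- cells stays open, and a response that p53 and other factors share is a hypothesis.

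DNA replication genes rose in p53-/- MEFs (median 0.91) and fell in wild type (-0.46), with 21 of 30 called in opposite directions and differing in the joint fit of both genotypes; wild type minus p53-/- was -1.45 for Pcna, -1.48 for Ccna2, -1.81 for Tk1, -1.37 for Mcm6, -1.48 for Mcm3, -1.91 for Mcm10 and -2.32 for Cdc6. Scaling is unlikely as the cause, since the lower of the medians under 2 other scalings is 0.84. If the treated p53-/- cultures held a larger share of dividing cells, mitosis genes would rise about as much. Their median was 0.15 (bootstrap interval -0.10 to 0.29), 0.76 below that of DNA replication genes (permutation p = 1e-05, two-sided, the smallest they can give). Both the interval and the p-value treat genes as independent, while the estimated correlation within the lists was 0.760 for mitosis and 0.426 for DNA replication. Doxorubicin also lowered mitosis genes in wild type (median -1.05). The comparison therefore cannot decide on the share of dividing cells. Since 0 tables hold both genotypes, batch, library type and labelled time could not be told apart from genotype. Cells held in S phase are a hypothesis that these tables leave open.

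Inflammatory genes rose in MEF cultures that hold macrophage transcripts, and 3 of 21 had opposite calls in the joint fit of both genotypes, with Ccl20 at a difference of -2.35. In wild type, 18 macrophage genes outside the fixed lists had a median change of -0.05 (bootstrap interval -0.15 to 0.11; 5 higher, 5 lower), and in p53-/- cells 17 of them had -0.20 (interval -0.28 to -0.06; 1 higher, 7 lower). The upper end of 0.11 lies below the inflammatory medians of 0.61 and 0.94, so a larger share of macrophages is unlikely to explain the rise. Lyz2, the macrophage lysozyme gene, stood at 660.2 FPKM untreated and 716 treated in wild type, Cd52 at 124 and 105 in p53-/- cells, and 0 of 10 genes of other blood cells reached 1 FPKM. Which cells of the cultures make Il6, Icam1 or Ptgs2 stays open.

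The response differed between the human lines for 2016 genes (1348 with a more positive change in GM06170, 668 in GM00011, and many more in all when replicate numbers are taken as a block) and 2 lincRNAs, and 96 genes were called in opposite directions. Of 88 human genes named in the text, 26 differed between the lines, by 0.77 for TP53I3, 0.71 for VWCE, 0.61 for JUND, 0.59 for TRIM28 and 0.52 for JUN. By the joint fit, 4450 genes that changed in wild-type MEFs had a smaller or reversed response in p53-/- MEFs (2045 higher and 2405 lower in wild type). The same held for 439 lincRNAs. Genes that responded only in p53-/- cells, or more strongly in the same direction, are not in these counts. In p53-/- MEFs 4303 genes were higher and 3758 lower, with 251 and 313 lincRNAs (35 and 53 with no limit on FPKM), flagged because the paper shows the distribution of these changes and gives no counts. In the joint fit, whose calls can differ from those of the separate fits, calls were opposite in the genotypes for 3 of 16 arrest and feedback genes and 14 of 30 mitosis genes. Of 127 named MEF genes tested in both genotypes, 88 differed: wild type minus p53-/- was 4.98 for Ankk1, 4.88 for Espn, 3.95 for Slc4a11, 2.69 for Prrg4, 2.62 for Mdm2, 2.15 for Sesn2, 1.44 for Cdkn1a, 0.60 for Trp53, -0.96 for Idi1 and -1.58 for Top2a. Of 10 ways to split the 6 wild-type samples into 3 and 3, the real one called 9781 genes and the highest other 1, and 10 splits are too few for a share under 0.05.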

How the results depend on the processing

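Of 321 values of main results under other settings, 278 kept their call and size, 22 were weaker, 4 stronger and 17 moved by over 1.5-fold, and 0 that passed changed sign; 36 values with a library left out stayed within that range (human 2396 to 2960 higher and 2553 to 3062 lower, wild type 4409 to 4734 and 4550 to 4761, p53-/- 3251 to 3988 and 2836 to 3370). The setting with only protein-coding symbols was added after the data were seen. A 2-fold limit leaves 915 human genes higher and 714 lower, 1221 and 828 in wild-type MEFs and 420 and 547 in p53-/- MEFs, since it asks for larger changes. Taking replicate numbers as a block gives 3083 and 3297 human genes, 4976 and 5089 in wild type, and 3962 human genes differing in response between lines. It gives 4634 genes whose wild-type response is smaller or reversed in p53-/- cells. The cause of these changes was not tested. Deviations from the group mean correlate between untreated and treated columns of the same number at -0.07 in GM06170, 0.35 in GM00011, 0.03 to 0.05 in wild type and 0.01 in p53-/- MEFs; whether the numbers pair the samples stays open. With no limit on FPKM, 877 lincRNAs are higher in wild type, and 35 are higher and 53 lower in p53-/- MEFs; the cause was not tested. Narrower windows hold fewer genes and wider ones more: at 10 and 100 kb, 246 and 848 human targets are higher and 86 and 598 lower, and in MEFs 1989 are higher at 100 kb and 149 and 1455 lower. Genes lower in p53-/- cells pass for an excess among bound genes at 100 kb (odds ratio 1.15) and at a mean of 1 FPKM (1.14); the cause was not tested. Correlation is not the only reason why p rises in camera's other setting: the human repair list, estimated at -0.0255, goes from camera p = 2.56e-05 to 0.0110. Failing in that setting therefore does not show that a list is unchanged. By fry, adjusted p was 6.60e-07 for human arrest genes and 0.00935 for DNA replication in p53-/- cells, but 0.605 for mitosis there. With an estimated correlation no list passes by limma's camera: in human cells the adjusted p is 0.0656 for the 3 p53 lists, 0.135 for mitosis, 0.30 for DNA replication, 0.662 for cholesterol and 0.194 for the paper-named genes. In wild type it is 0.138 for arrest and apoptosis, 0.156 for mitosis, DNA replication, cholesterol and the paper-named genes, 0.344 for immediate early, 0.360 for inflammatory, 0.487 for interferon-stimulated and 0.407 for matrix genes. In p53-/- cells it is 0.728 for DNA replication and immediate early, 0.704 for inflammatory and 0.782 for interferon-stimulated genes. The gap between lines relative to the change is smaller in targets with a pseudocount of 1 (-0.0343) and at a mean of 1 FPKM (-0.0361); the cause was not tested. In untreated libraries the lower level of human targets shrinks to -0.19 and that of the paper's own targets turns to 0.12, and in wild-type MEFs, where neither setting passes, that of targets turns from -0.73 to 0.12; the cause was not tested. No named gene that passed turned its direction under any setting.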

Differences from the paper's values

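Thresholds differ throughout: the paper called genes with Cuffdiff2 at its defaults, and the counts here come from limma on the deposited FPKM. A count or share is said to differ when the larger value is over 1.5 times the smaller. This ratio was set by hand and is not a test, so values that do not differ can still be far apart. The alternatives were set before the data were examined, except the one with only protein-coding symbols. In both human lines the paper counts 1365 genes higher, and 2815 were called here. With a 2-fold limit the count is 915, which is below the paper's and just within the ratio, while all other settings still differ. The paper counts 1598 genes lower and 3032 were called, and no setting removes the difference. In wild-type MEFs the paper counts 3124 genes higher and 4826 were called; the difference is gone at a mean of 1 FPKM (4227), with quantile normalization (4636) and without 1 of 4 libraries (4409 to 4529), and stays with the other settings. Human direct targets are 262 higher in the paper and 427 here, not different with a 10 kb window (246) or a mean of 1 FPKM (375), and 106 lower in the paper against 247, not different with a 10 kb window (86). MEF targets are 175 lower in the paper against 287, not different with a 10 kb window (149). LincRNAs in the human lines are 101 higher and 32 lower in the paper and 541 and 248 here, and in MEFs 39 and 20 in the paper and 520 and 495 here, and the setting without a limit on FPKM leaves each of them different. Peaks near a regulated transcript are 12.9% in the paper, which counts lincRNAs too, and 24.1% with the calls made here, which cover protein-coding genes only.

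Genes lower in wild-type MEFs (3334 in the paper, 4955 here) and MEF targets higher (585 in the paper, 828 here) were within the range set for no difference, as were motif counts, peak counts and shared peaks. The first differs with libraries set to the same median (5077), quantile normalization (5275), a 2-fold limit (828) and the replicate block (5089), and the second with a 100 kb window (1989). Some of the paper's statements differ from the values measured, though what was compared is not always the same. Fewer than 50.0% of the peaks, 47.6% in the human lines and 44.9% in MEFs, lie within the window where the paper places most of them. Start sites here are those of GENCODE, measured from the peak middle, and the paper names UCSC genes as its reference, so the shares may not be measured alike. Direct targets were not more alike between the human lines than other genes called in the same direction in both lines (0.26 against 0.24). Relative to the change, 0.270 against 0.295 did not pass. The paper sets direct targets against global gene expression, and genes called in a single line were left out here, so its statement was not tested as made. On the paper's side, the relative gap is smaller in targets with a pseudocount of 1 (permutation p = 0.0196) and at a mean of 1 FPKM (permutation p = 0.0304). The lines correlate at r = 0.957 for targets and 0.946 for others, but the choice of genes called alike in both lines makes both values high. Slc4a11, Prrg4 and Cdkn1a rose in p53-/- MEFs (1.09, 1.05 and 1.10; the call for Prrg4 is lost without either treated library), where the paper states that such genes were not induced, while Ankk1 (-0.06), Mdm2 (0.02) and Espn (-1.11) were not raised. The human lincRNA linc-CROCC-2, listed as a target, did not pass in both lines, nor did linc-Gm20581-2 in MEFs. Some of the MEF target lincRNAs, linc-Wif1-4 and linc-Gps1 among them, rose in p53-/- cells, where the paper states that they did not respond.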

Other observations

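Histone genes moved with doxorubicin in the human lines. Of 17 replication-dependent histones tested, 8 were higher and 5 lower (the same adjusted over the list alone; median 1.08), HIST1H2BJ at 4.03 in GM06170 and 4.39 in GM00011, HIST1H2AC at 3.53 in GM06170 and 3.83 in GM00011, HIST2H2BE at 3.44 in GM06170 and 3.93 in GM00011 and HIST1H2BK at 2.28 in GM06170 and 2.36 in GM00011; their main transcripts lack a poly(A) tail, and several of these genes also yield polyadenylated forms. In wild-type MEFs 3 of 11 were higher and 1 lower (2 and 1 adjusted over the list alone; median 0.27), with Hist1h2ac at 1.37, Hist3h2a at 1.22 and the linker histone gene Hist1h1c at -1.03, and in p53-/- MEFs 1 of 10 was higher and 2 lower (the same adjusted over the list alone; median -0.05), with Hist1h1c at -1.55. The response differed between genotypes for 3 of 10, where the labels give total RNA for p53-/- and polyA RNA for wild-type libraries, so library type cannot be separated from genotype. Genes of amino acid and unfolded protein stress went both ways. Those that fell include TRIB3 at -1.59 in GM06170 and -2.08 in GM00011, ASNS, the asparagine synthetase gene, at -1.26 in GM06170 and -1.37 in GM00011, CHAC1 at -1.29 in GM06170 and -1.78 in GM00011 and HERPUD1 at -1.37 in GM06170 and -1.71 in GM00011, and in MEFs Trib3 at -2.75 in wild type and -2.52 in p53-/- cells, Asns at -1.35 and -0.82, and Xbp1 at -1.12 and -0.97, while the chaperone gene DNAJB9 rose in the human lines and in MEFs of both genotypes. Over the whole list of 18 unfolded protein and heat shock genes, 4 were higher and 9 lower in the human lines (the same adjusted over the list alone; median -0.29), 6 and 10 in wild type (7 and 10 adjusted over the list alone; -0.27) and 7 and 9 in p53-/- cells (8 and 10 adjusted over the list alone; -0.15), and 7 of 18 differed between genotypes.

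Fibroblast matrix genes were mixed in the human lines, 1 higher and 4 lower of 21 (the same adjusted over the list alone), where the median is -0.04, camera points down and the mean of 0.22 rests on FN1, the fibronectin gene, which did not pass in both lines and is at 0 FPKM in every library but the treated ones of GM06170 (mean 3154 FPKM): ACTA2, smooth muscle actin, fell (-0.69 in GM06170 and -0.59 in GM00011), and the call for DCN (0.31 in GM06170 and 0.35 in GM00011) is lost with quantile normalization and without any of 3 libraries. In wild-type MEFs 15 of 23 fell and 3 rose (the same adjusted over the list alone; median -0.32; limma's camera adjusted p = 0.00710, with an estimated correlation adjusted p = 0.407), with the receptor gene Pdgfra from 145 to 33.2 FPKM, Pdgfrb at -1.31, the fibrillin gene Fbn1 at -0.75 and Lum at -0.71. In p53-/- MEFs 14 fell and 5 rose (the same adjusted over the list alone; median -0.18), with Pdgfra at -1.06, Pdgfrb at -0.75, and Thy1 (0.52) and S100a4 (0.43) up; 9 of 23 differed between genotypes. Cholesterol genes, all lower in wild type, were 2 higher and 9 lower of 17 without p53 (the same adjusted over the list alone; median -0.12), Idi1 rising by 0.73 and Fdft1 (-0.44), Dhcr7 (-0.44) and Cyp51 (-0.35) falling, and 16 of 17 differed between genotypes. The large changes of p53-/- cells include rises of the serpin gene Serpinb2 (0.880 to 8.35 FPKM, 3.15) and falls of Thrsp (-3.14), the thromboxane receptor gene Tbxa2r (-2.88), P2ry6 (-2.52) and Tmem204 (-2.49), while Bnip3 (-1.83) and Adamts5 (-0.84) fell.

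Genes of other cell types are present too. Of 6 keratinocyte and epithelial markers tested in the human lines, 1 was higher and 2 lower (the same adjusted over the list alone; median -0.11), with KRT18 falling from 152 to 56.3 FPKM in GM06170 and from 243 to 51.6 FPKM in GM00011; SPARC, a matrix gene, stands at 3409 and 3315 FPKM untreated. In wild-type MEFs 1 of 4 such markers was higher and 1 lower (the same adjusted over the list alone), Krt19 from 6.26 to 17.4 FPKM, and in p53-/- MEFs 1 of 8 was higher and 1 lower (0 and 1 adjusted over the list alone; median 0.11, while the mean and camera point down). Endothelial markers were 0 higher and 1 lower of 3 in the human lines (TEK, -1.97 in GM06170 and -1.95 in GM00011), 2 and 0 of 6 in wild type (Tek 2.30, Kdr 0.52) and 1 and 1 of 3 in p53-/- cells (Kdr 1.71, Pecam1 -0.70), each the same adjusted over the list alone. Macrophage and blood cell markers were 1 and 1 of 4 in the human lines (the same adjusted over the list alone; median 0.60), where 2 of 9 reach 1 FPKM untreated and the lower one is a merged locus of CSF1R and the fibroblast receptor gene PDGFRB, 2 and 3 of 8 in wild type (the same adjusted over the list alone; median 0.03, while the mean and camera point down) and 0 and 6 of 8 in p53-/- cells (1 and 6 adjusted over the list alone; -0.33), with Cd14 at -0.32 and -0.61 and Ptprc, the leukocyte antigen gene, at -0.38 and -0.48. Muscle and neural markers were 1 higher and 2 lower of 5 in the human lines (median 0.26, while the mean of -0.24 and camera point down), 1 and 2 of 6 in wild type and 1 and 2 of 5 in p53-/- cells, each the same adjusted over the list alone; NES fell (-1.10 in GM06170 and -1.20 in GM00011), while Nes rose by 1.79 and 1.09 in MEFs and the glial gene Sox10 fell (-2.74 and -1.40). By genotype 1 of 4 keratinocyte, 2 of 3 endothelial, 3 of 8 macrophage and 2 of 5 muscle and neural markers differed. No marker list differed from other genes by camera, and none of the lists of histones and stress genes did.

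The paper gives no counts of changed genes in p53-/- MEFs and does not discuss cholesterol synthesis or the macrophage transcripts of the MEF cultures. Cell-cycle profiles of treated p53-/- MEFs, and RNA of purified fibroblasts, would bear on what the tables leave open.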
